# Cytokinin is required for escape but not release from auxin mediated apical dominance

**DOI:** 10.1111/tpj.12862

**Published:** 2015-05-12

**Authors:** Dörte Müller, Tanya Waldie, Kaori Miyawaki, Jennifer PC To, Charles W Melnyk, Joseph J Kieber, Tatsuo Kakimoto, Ottoline Leyser

**Keywords:** cytokinin, auxin, shoot branching, apical dominance, *Arabidopsis thaliana*, Isopentenyltransferase, type-A Arabidopsis response regulators

## Abstract

Auxin produced by an active primary shoot apex is transported down the main stem and inhibits the growth of the axillary buds below it, contributing to apical dominance. Here we use *Arabidopsis thaliana* cytokinin (CK) biosynthetic and signalling mutants to probe the role of CK in this process. It is well established that bud outgrowth is promoted by CK, and that CK synthesis is inhibited by auxin, leading to the hypothesis that release from apical dominance relies on an increased supply of CK to buds. Our data confirm that decapitation induces the expression of at least one ISOPENTENYLTRANSFERASE (*IPT*) CK biosynthetic gene in the stem. We further show that transcript abundance of a clade of the CK-responsive type-A Arabidopsis response regulator (*ARR*) genes increases in buds following CK supply, and that, contrary to their typical action as inhibitors of CK signalling, these genes are required for CK-mediated bud activation. However, analysis of the relevant *arr* and *ipt* multiple mutants demonstrates that defects in bud CK response do not affect auxin-mediated bud inhibition, and increased *IPT* transcript levels are not needed for bud release following decapitation. Instead, our data suggest that CK acts to overcome auxin-mediated bud inhibition, allowing buds to escape apical dominance under favourable conditions, such as high nitrate availability.

**Significance Statement:**

It has been proposed that the release of buds from auxin-mediated apical dominance following decapitation requires increased cytokinin biosynthesis and consequent increases in cytokinin supply to buds. Here we show that in Arabidopsis, increases in cytokinin appear to be unnecessary for the release of buds from apical dominance, but rather allow buds to escape the inhibitory effect of apical auxin, thereby promoting bud activation in favourable growth conditions.

## Introduction

Branches develop from axillary meristems (AMs), established in the axils of leaves made by the primary shoot apical meristem (SAM). Axillary meristems typically produce a few leaves before entering a dormant state as an axillary bud. The degree of branching is determined by the subsequent reactivation of these buds. Branching impacts upon light harvest, biomass and seed yield, but must be modulated by the availability of resources and competing growth requirements in the roots. The ability of plants to regulate bud outgrowth in response to environmental parameters is therefore of considerable adaptive significance and must be finely tuned. This is achieved in part by a network of hormones, which together integrate environmental and endogenous inputs. A central player is auxin, an inhibitor of bud outgrowth, which is synthesised in young leaves (Ljung *et al*., 2001) and transported rootward in the polar auxin transport stream (PATS). Apical decapitation, removing the main auxin source, results in the sustained outgrowth of buds in the axils of leaves below, which can be prevented by applying auxin to the decapitation site (Thimann and Skoog, 1933). Radio-label experiments have demonstrated that auxin acts indirectly, as it does not enter buds in significant amounts (Hall and Hillman, 1975; Morris, 1977; Prasad *et al*., 1993; Booker *et al*., 2003; Petrášek and Friml, 2009).

Two general mechanisms for indirect inhibition by auxin have been proposed. Firstly, the canalisation-based hypothesis states that for a bud to activate it must establish its own PATS into the main stem (Prusinkiewicz *et al*., 2009). Activation is prevented by high auxin in the main stem, making it a weak sink for auxin from the bud (Sachs, 1981, 2000). In this model, shoot apices compete for access to the main stem PATS. The second hypothesis proposes that auxin affects the level of a second messenger, which moves into the bud and regulates bud activity. Strigolactone (SL) and cytokinin (CK) are both good candidates for this second messenger. Strigolactone biosynthetic genes are upregulated by auxin in the main stem (Sorefan *et al*., 2003; Foo *et al*., 2005; Johnson *et al*., 2006; Zou *et al*., 2006; Arite *et al*., 2007; Hayward *et al*., 2009; Zhang *et al*., 2010; Waters *et al*., 2012) and direct application of SL to buds can inhibit their activity (Gomez-Roldan *et al*., 2008; Brewer *et al*., 2009; Hamiaux *et al*., 2012). In contrast, CK biosynthetic genes are downregulated by auxin in the main stem (Tanaka *et al*., 2006) and direct application of CK to buds causes activation *(*Wickson and Thimann, 1958; Pillay and Railton, 1983; Cline *et al*., 1997). In pea, there is a strong correlation between bud outgrowth and the CK:SL ratio in buds, evidenced using exogenous hormone application and SL mutant analysis. This is proposed to be mediated by the opposite effects of SL and CK on the expression of *BRANCHED1* (Braun *et al*., 2012; Dun *et al*., 2012), a member of the *TEOSINTE BRANCHED1*,*CYCLOIDEA* and *PROLIFERATING CELL FACTORS 1* and *-2* (*TCP*) gene family with a well-supported role in inhibiting bud activity (Doebley *et al*., 1997; Aguilar-Martínez *et al*., 2007; Martín-Trillo *et al*., 2011).

An alternative mechanism for the action of SL has been demonstrated, which strongly supports the canalisation-based model for bud regulation. A primary response to SL is the rapid depletion of the auxin transporter PIN1 from the plasma membrane, thus compromising canalisation of auxin transport from the bud into the main stem (Bennett *et al*., 2006; Crawford *et al*., 2010; Shinohara *et al*., 2013). This mode of action explains why, in several species, the addition of SL can only inhibit bud activity in the presence of a competing auxin source (Prusinkiewicz *et al*., 2009; Crawford *et al*., 2010; Liang *et al*., 2010; Ward *et al*., 2013), and why SL can sometimes promote bud activation (Liang *et al*., 2010; Shinohara *et al*., 2013; Ward *et al*., 2013).

Our understanding of the mechanism of action of SL depends heavily on mutants defective in SL synthesis and signalling. In contrast, most data on the role of CK in branching are based on monitoring the effects of the addition of CK on bud activity, and on correlations between CK levels or biosynthetic gene expression, auxin levels and bud activity (Cline, 1994; Turnbull *et al*., 1997; Bangerth *et al*., 2000; Nordström *et al*., 2004; Tanaka *et al*., 2006). Although these data support the second messenger hypothesis, it is clear from analysis of the action of SL that they are equally consistent with alternative explanations.

Genetic approaches to understanding the action of CK in shoot branching have been difficult, because many of the genes involved are present in large families (for review see Sakakibara, 2006; Hwang *et al*., 2012), and higher-order mutations exert pleiotropic effects, particularly on shoot growth and meristem activity (Higuchi *et al*., 2004; Leibfried *et al*., 2005; Miyawaki *et al*., 2006; Tokunaga *et al*., 2012). Here we describe a targeted approach to investigate the role of CK synthesis and response in shoot branching in Arabidopsis. Our results suggest that CKs play little part in auxin-mediated bud repression and release from apical dominance, but rather they provide a mechanism for buds to escape apical dominance and activate even in the presence of auxin.

## Results

### Isopentenyltransferases contribute to branching in intact Arabidopsis plants

Isopentenyltransferases (IPTs) catalyse an early step in CK biosynthesis, encoded by nine genes in Arabidopsis (Kakimoto, 2001; Takei *et al*., 2001a). *IPT1* and *IPT3–IPT8* are ATP/ADP IPTs and contribute to iP- and tZ-type CK synthesis (Miyawaki *et al*., 2006). As iP- and tZ-type CKs comprise the major CKs in Arabidopsis, these *IPT* genes were chosen for further investigation. *IPT4*,*IPT6* and *IPT8* are predominantly expressed in floral tissues, and are therefore unlikely to contribute to bud activation (Takei *et al*., 2001a; Miyawaki *et al*., 2004). The remaining four genes, *IPT1* (At1g68460), *IPT3* (At3g63110), *IPT5* (At5g19040) and *IPT7* (At3g23630), are expressed in roots and vegetative shoot tissues, and could be involved in shoot branching.

In pea, CK is proposed to act as a second messenger for auxin because auxin in the PATS represses expression of *PsIPT1* and *PsIPT2*, whilst decapitation reduces stem auxin levels, resulting in increased *IPT* expression and levels of iP- and tZ-type CK in the stem (Tanaka *et al*., 2006). To test whether Arabidopsis *IPT* genes are similarly responsive to decapitation, the four selected *IPT* genes were assayed using an isolated two-node system (Ongaro *et al*., 2008; Prusinkiewicz *et al*., 2009). Two-node stem segments bearing the intact apex and inactive buds were collected and left for several days to allow the stem to elongate (Prusinkiewicz *et al*., 2009). The buds on these isolated segments grow out as normal if the apex is removed (Figure S1). Stem tissues were harvested 0 and 6 h after decapitation and expression levels of *IPT1*,*IPT3*,*IPT5* and *IPT7* determined relative to the reference gene *UBC21* using quantitative real-time PCR (qPCR) (Figure1a). Decapitation resulted in an eight-fold increase in *IPT3* compared with intact controls (*P *≤* *0.01), while the remaining *IPT* transcripts were not significantly affected.

**Figure 1:**
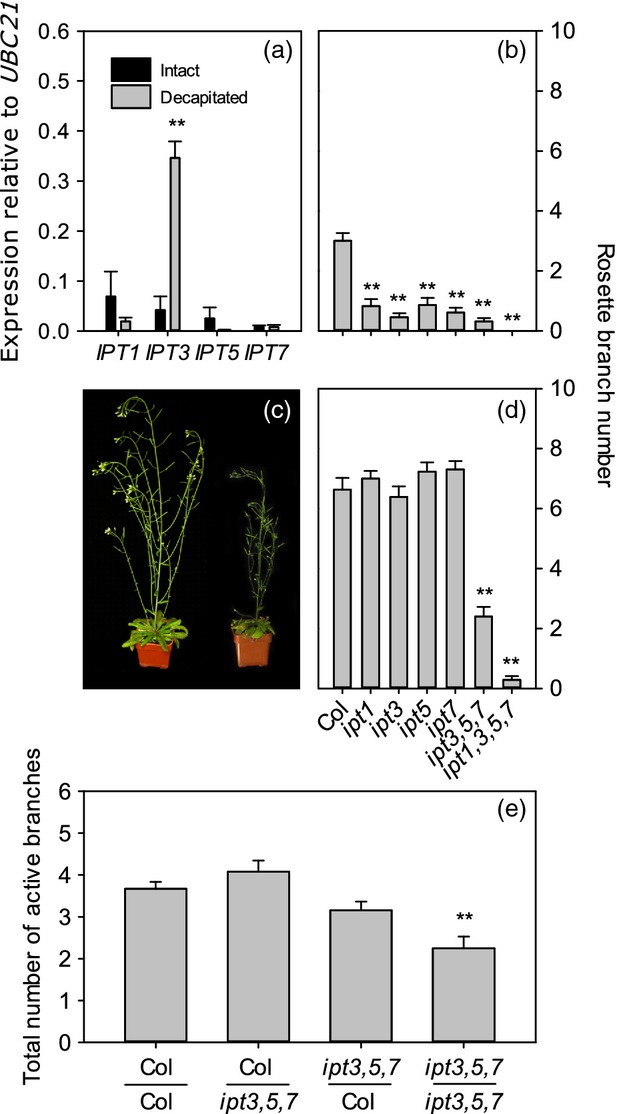
*IPT* gene expression and loss of function in intact, decapitated and grafted plants.(a) *IPT1*,*IPT3*,*IPT5* and *IPT7* transcript levels in isolated stems left intact or decapitated for 6 h. Mean expression levels (relative to *UBC21*) ± standard error (SE) are calculated from three biological replicates of 10–15 stems each.(b), (d) Rosette branch numbers in single triple and quadruple mutants of *ipt1*,*ipt3*,*ipt5* and *ipt7* in mature (6-week-old) plants left intact (b) or decapitated and analysed after one additional week (d). The mean branch number ± SE is shown (*n *=* *14–23).(c) Intact wild-type (left) and *ipt3,5,7* plants (right) at 6 weeks.(e) Total number of active branches (≥1 cm) in reciprocal shoot/root grafts between the wild type and *ipt3,5,7* at the onset of senescence (*n *=* *9–19).For (a) statistical comparisons were made between intact and decapitated samples using *t*-tests; asterisks denote a significance level of *P *<* *0.01 (**). For (b), (d) and (e) statistical comparisons were made between the wild type and each mutant using Mann–Whitney tests with a Bonferroni correction to adjust for multiple comparisons; asterisks (**) denote a significance level of *P *<* *0.0083 in (b) and (d), or *P *<* *0.0167 in (e).

Next, the effect of *IPT* loss-of-function on branching was investigated. Rosette branches were counted at maturity in single and higher-order mutant combinations of the four *IPT* genes (Miyawaki *et al*., 2006) (Figure1b). Single mutants showed significant reductions in branching: *ipt1*,*ipt3*,*ipt5* and *ipt7* all formed less than one branch on average (*P *<* *0.008 for all genotypes compared with the wild type). The *ipt3,5,7* mutant (Figure1c) formed a similarly low number of branches and *ipt1,3,5,7* formed no branches. This is consistent with the well-established role for CK in promoting branching.

We used grafting to test whether the *IPT* genes are required in the root or shoot to promote branching in intact plants. As *ipt1,3,5,7* is severely stunted, reciprocal grafts were performed between the *ipt3,5,7* triple mutant and the wild type. At maturity, self-grafted *ipt3,5,7* mutants possessed reduced branching compared to wild-type controls (*P *≤* *0.01), and the presence of either a wild-type root or shoot reciprocally grafted to *ipt3,5,7* was sufficient to confer wild-type levels of branching (Figure1e). Cytokinins produced in roots can therefore compensate for reduced CK synthesis in *ipt3,5,7* shoots, suggesting that CKs produced in the whole plant, rather than CKs produced in the shoot alone, contribute to branching in intact plants.

We next tested whether these *IPT* genes are required for auxin-mediated apical dominance by analysing the decapitation response of the *ipt* mutants. In particular, *ipt3* might have reduced branching as *IPT3* expression is responsive to decapitation (Figure1a), and *IPT* expression in the stem correlates with CK levels and bud outgrowth in pea (Tanaka *et al*., 2006). Mature plants were decapitated at the base of the bolt and rosette branch numbers were counted after 1 week (Figure1d). Surprisingly, most of the mutants, including *ipt3*, responded as the wild type, producing between 6.4 and 7.3 rosette branches. The exceptions to this were *ipt3,5,7* (2.4 ± 0.3 branches, *P *<* *0.008), and *ipt1,3,5,7* (0.3 ± 0.1, *P *<* *0.008).

Inspection of *ipt3,5,7* and *ipt1,3,5,7* showed that many of the axils lacked visible axillary buds, suggesting a failure in bud initiation, which would clearly preclude bud activation. We chose *ipt3,5,7* and the three cognate single mutants to quantify this axil phenotype in more detail. All genotypes were found to have some empty axils in more basal rosette nodes (Figure2a–e) when examined by eye. There was some evidence of an increased number of empty axils in *ipt3* (Figure2a,b), which had 20.3% empty axils compared with 11.5% in the wild type (*P *<* *0.001) (Figure2f). Both *ipt5* (Figure2c) and *ipt7* (Figure2d) had similar numbers of empty axils to the wild type. In *ipt3,5,7* the majority of rosette axils bore no visible bud (69.6%, *P *<* *0.001 compared with the wild type) (Figure2a,e). The reduction in decapitation-induced branching observed in *ipt3,5,7* (and *ipt1,3,5,7*) (Figure1c) is therefore probably due to compromised bud development. Consistent with this, scanning electron microscopy (SEM) revealed frequently empty axils in *ipt3,5,7* (Figure2g).

**Figure 2:**
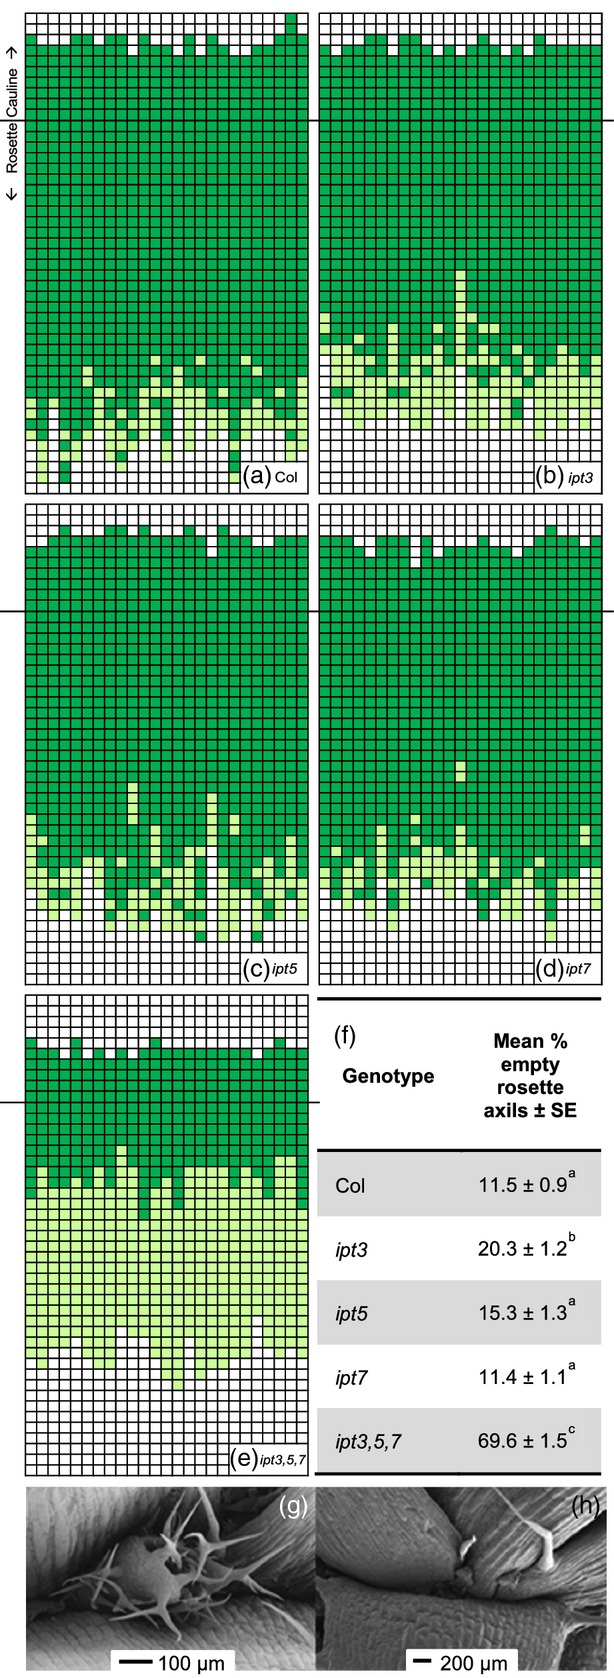
*ipt3,5,7* possesses fewer buds in its axils.Nodes with (dark green) or without (light green) a visible bud in (a) wild-type, (b) *ipt3*, (c) *ipt5*, (d) *ipt7* and (e) *ipt3,5,7* mutants (white represents no node). Each column represents an individual plant, aligned at the rosette–cauline transition. Cauline nodes are designated acropetally and rosette nodes basipetally. (f) The mean percentage of empty axils in the rosette ± SE (*n *=* *25). Statistical comparisons were performed using Tukey’s honestly significant difference test to assign homogeneous subsets. Scanning electron micrograph of (g) wild-type and (h) *ipt3,5,7* nodes.

Taken together, the *ipt* mutant analysis suggests that CK synthesis is required to allow high levels of branching in intact plants but not for activation of buds following decapitation. To confirm that *ipt3,5,7* buds are capable of responding to apical auxin, we investigated the response of *ipt3,5,7* buds to apical 1-naphthalene acetic acid (NAA) in an isolated nodal assay (Chatfield *et al*., 2000). The outgrowth of wild-type buds was delayed by apical auxin application as expected, and no significant differences were found between *ipt3,5,7* and the wild type over time in either treatment (Figure3). Together, these data suggest that *ipt3,5,7* buds can grow with wild-type kinetics and are auxin responsive, and therefore their reduced branching following decapitation (Figure1c) is likely to be due to defects in bud initiation.

**Figure 3:**
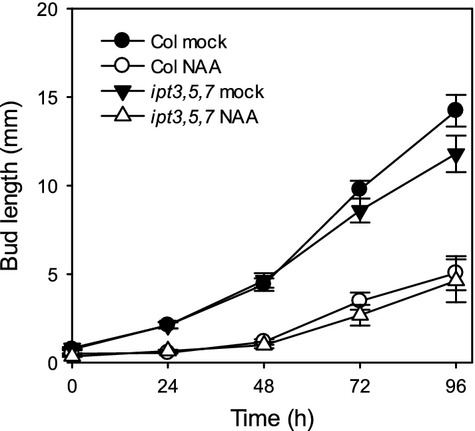
*ipt3,5,7* buds are responsive to apical auxin.Isolated nodal segments bearing one bud were treated apically for 4 days with 1 μmNAA or mock treatment. The mean bud length ± SE is shown (*n *=* *7–31). No statistically significant differences were found between genotypes over time in NAA treatments or mock treatments. Statistical comparisons were carried out using *t*-tests or Mann–Whitney tests.

These results suggest that the main role of CK in Arabidopsis branching is to allow the activation of buds in the presence of high auxin, thereby escaping apical dominance. Reduced CK synthesis, as in the *ipt* mutants, does not increase the sensitivity of buds to apical auxin, and high *IPT* activity is not required to activate buds following decapitation. These results are consistent with previous observations that CKs have relatively little effect on the outgrowth of isolated buds, but they can overcome the suppressive effect of apical auxin (Chatfield *et al*., 2000).

### Identification of auxin- and CK-responsive genes in buds

To investigate the effect of CK on buds inhibited by apical auxin, we compared the transcriptomes of mock-treated buds with those supplied with apical auxin alone or apical auxin combined with basal CK (6-benzylaminopurine, BA) in isolated nodes using the Affymetrix Arabidopsis gene chip ATH1. Buds were harvested after 18 h, allowing sufficient time for transcriptional changes to occur but before major size differences become apparent.

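RNA from cauline buds on isolated nodal segments of Col-0 was hybridised to 9 ATH1 arrays, 1 per sample, with 3 biological replicates in each of 3 groups. By their labels, the groups are mock, NAA (1 µM of the auxin NAA supplied apically) and NAA+BA (1 µM NAA supplied apically and 1 µM of the CK BA supplied basally), each for 18 h. The deposited values are log2 expression values of all probe sets of the array, which the authors made with the RMA algorithm in R 2.15. Medians lay between 6.99 and 7.11 on the 9 arrays, and the number of arrays limits the precision. The 3 groups were compared here in 1 limma fit with Benjamini-Hochberg adjustment over all probe sets, and a probe set was called at an adjusted p under 0.05 and a fold change of 2 or more, the thresholds of the paper. The labels and Data S1 give opposite names to the arrays of mock and NAA. The fold changes of Data S1 follow from the deposited values, to within 5.00e-06 on the log2 scale, only when the arrays labelled NAA are taken as its ethanol control and the arrays labelled mock as its auxin treatment, and this is the closest of the 1680 ways to divide 9 arrays into 3 groups of 3. The next closest differs by 0.93 and the labels as deposited by 5.99. With the labels, the sign of the change between auxin and control matched Data S1 for 0 of its 220 probe sets, and with the names mock and NAA exchanged for all 220. Groups are therefore named by their labels throughout, as the arrays labelled mock, NAA and NAA+BA, and the grouping of Data S1 is given beside the directions. In Figure S2, qPCR on a separate pool of buds shows lower ARR transcript levels with NAA alone than in the hormone control and higher levels with NAA+BA than with NAA alone. The first of these is the direction of Data S1 and opposite to that of the labelled arrays. From NAA to NAA+BA, ARR4 (1.53-fold) and ARR7 (1.85-fold) rose less on the labelled arrays than the lowest rise the paper gives for the qPCR. In the grouping of Data S1, ARR15 (20.28-fold) and ARR7 (12.12-fold) rose more than the highest, so the sizes do not decide. Figure 5c compares Table 1 markers with and without BA under NAA in further pools, and both groupings have these genes higher with NAA+BA. The qPCR of Figure S2 comes from a single pool of other buds and does not identify the arrays. The labels also name an Enzo labelling kit where the paper names an Ambion amplification kit, and Data S1 heads its columns IAA where the paper names NAA. Genes are named from the platform annotation, which pairs 13436 probe sets with a locus, and from Data S1.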

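Buds on the arrays labelled NAA+BA and NAA had similar transcript levels, and both differed widely from the arrays labelled mock. Between the arrays labelled NAA+BA and NAA, limma called 2 probe sets, both higher with NAA+BA. These are CKX5, whose product degrades CKs, and a probe set which the tables used here pair with no gene. Compared with the arrays labelled mock, 499 probe sets were higher and 742 lower with NAA+BA, with the type-A response regulators ARR15 and ARR7 among the higher ones and HIS1-3, a linker histone gene, among the lower ones. In the grouping of Data S1 the arrays labelled NAA are the control, so that there the comparison of mock with auxin plus CK is the one with 2 calls. At an unadjusted p under 0.05, 568 probe sets differed between the arrays labelled NAA+BA and NAA, where 1140.5 are expected by chance, and 1082 did with the replicate block. The count of 2 became 7 with the replicate number in the model (replicate block), 4 without NAA+BA replicate 3, 1 without any other single array and 30 with array weights, and the count of 1241 against labelled mock became 741 without mock replicate 1 and 2167 without mock replicate 3.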

Comparison of the two treatments that activate buds, mock versus simultaneous auxin plus CK, revealed only two genes with statistically significant differences in expression: At1g75450, encoding a cytokinin oxidase (*CKX5*) (Schmülling *et al*., 2003; Werner *et al*., 2003), and At2g33830, a bud dormancy-associated gene (*DRM2*) (Tatematsu *et al*., 2005). Both genes were more highly expressed in buds treated with auxin plus CK than mock-treated buds.

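CKX5 (AT1G75450), a cytokinin oxidase gene, was higher on each of the 3 arrays labelled NAA+BA than on any labelled NAA. Its log2 expression value was 8.79 ± 0.07 (SD, n = 3) on the arrays labelled NAA+BA and 7.28 ± 0.09 (SD, n = 3) on those labelled NAA. This is a log2 fold change of 1.51 (standard error 0.11, adjusted p = 0.0017 from limma), and it passed the test without any single array (adjusted p 0.0023 to 0.0315). The arrays labelled mock had the lowest value, 5.30 ± 0.04 (SD, n = 3). The other probe set called, which has no gene name here, was chosen for description after its values were seen. It stood at 11.17 ± 0.10 (SD, n = 3) on the arrays labelled mock, 4.08 ± 0.43 (SD, n = 3) on those labelled NAA and 7.24 ± 0.78 (SD, n = 3) on those labelled NAA+BA, with a log2 fold change of 3.16 (standard error 0.34, adjusted p = 0.0457 from limma) between NAA+BA and NAA. ARR15, a type-A response regulator gene, differed by 1.51 (standard error 0.18, adjusted p = 0.0671 from limma) between the same groups and passed the test with the replicate block (adjusted p = 0.0301). The call of the unnamed probe set was lost without each array in turn except NAA+BA replicate 3 (adjusted p 0.0865 to 0.4003). In the grouping of Data S1, this probe set and CKX5 are the 2 called higher with auxin plus CK than in the control, where the paper names CKX5 and DRM2. If the paper's 2 genes are these 2 calls, the unnamed probe set is that of DRM2 by elimination. No table used here gives it that name, so that DRM2 is not analysed under its name.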

To identify genes associated with bud activation, we focused on transcripts that were statistically significantly two-fold or more downregulated by apical auxin compared to mock-treated, but two-fold or more upregulated by simultaneous supply of basal CK compared to auxin alone. 

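Genes of CK response, DNA replication, the nucleolus and ABA perception were among the probe sets that were higher on the arrays labelled NAA and on those labelled NAA+BA than on those labelled mock. There were 220 such probe sets, the same 220 as in Data S1, in whose grouping they are lower with auxin alone than in the control and higher with auxin plus CK than with auxin alone. Of the genes with a named probe set, they include 5 of 6 type-A ARR genes, all 4 FAF genes, 13 of 18 genes of DNA replication and 10 of 11 genes of the nucleolus and RNA polymerase I. The ABA receptor genes PYL1, PYL4 and PYL6 are also among them. Many of these members are named only through Data S1, a list chosen by the study on these samples. They are in the 220 by construction, so that neither the shares nor the direction is independent evidence. Of the genes named by the platform annotation, 1 of 6 of DNA replication and 4 of 5 of the nucleolus were called higher with NAA than mock. From the arrays labelled mock to those labelled NAA+BA, the log2 fold change of the 220 had a median of 1.30 and ranged from 1.00 to 4.34. To the arrays labelled NAA the median was 1.17, with a range of 1.00 to 3.00. Between the arrays labelled NAA and NAA+BA, the median log2 fold change of the 220 was 0.12, with 159 above 0 and 61 below, and 1 of them, CKX5, was called. With the groups as labelled, the unnamed probe set alone was lower with NAA than mock and higher with NAA+BA than NAA, a count of 1 that became 4 with the replicate block, 15 with array weights and none without any single array other than NAA+BA replicate 3. Both comparisons share the arrays labelled mock, and independent lists of these sizes, a figure that leaves the shared arrays out, would share 6.37. Simulated groups with no change that share arrays in this way gave 0 probe sets higher in both. With no change hardly any probe set passes the thresholds in either comparison, so this does not tell what overlap shared arrays give to lists of these sizes. The count of 220 became 88 without mock replicate 1, 127 without mock replicate 2, 139 without NAA replicate 1 and 697 without mock replicate 3. It was 255 with the replicate block, 529 with array weights and 630 with all arrays with number 3 left out, a setting chosen after the results were seen.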

The number of genes meeting these criteria was 220 (Data S1). To select genes that might be particularly relevant for CK-mediated bud activation, we ranked them according to their upregulation in auxin plus CK compared with auxin alone. This produces a list in which the top 12 genes are upregulated five-fold or more (Table1). Of these 12, 11 have at least one *ARR1* response element (AAGATT) within 2000 bp upstream of their start codon, consistent with their CK responsiveness (Sakai *et al*., 2000, 2001; Taniguchi *et al*., 2007). 

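Each of the 12 genes of Table 1 was lowest on the arrays labelled mock and, on average, highest on those labelled NAA+BA. The largest fold change between these groups was that of ARR15, at 20.28, followed by ARR7 at 12.12, CKX5 at 11.24 and ARR6 at 10.17. FAF2, a member of a family that influences meristem size, was 9.13-fold higher with NAA+BA, and AtPOX, a proline oxidase gene, 8.62-fold. The remaining genes were FAF1 at 7.96-fold, ARR5 at 7.86-fold, FAF3 at 6.13-fold, the auxin transporter gene ABCB21 at 5.89-fold, AT1G62480 at 5.59-fold and ARR4 at 5.53-fold. The next gene of the list was at 4.89-fold. In the grouping of Data S1 these are the fold changes from auxin alone to auxin plus CK. All 12 genes passed the test between the arrays labelled NAA+BA and mock and between those labelled NAA and mock, with median log2 fold changes of 3.05 and 1.92. Between the arrays labelled NAA+BA and NAA the median was 1.08, and CKX5 was the 1 gene that passed limma's test. ARR15 passed as well with the replicate block (adjusted p = 0.0301 from limma), and ARR15, ARR7, ARR6, ARR5, FAF1 and FAF3 did with array weights. The study chose these genes on the same samples, so that the direction of the group is not independent evidence.

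**Figure D1:**
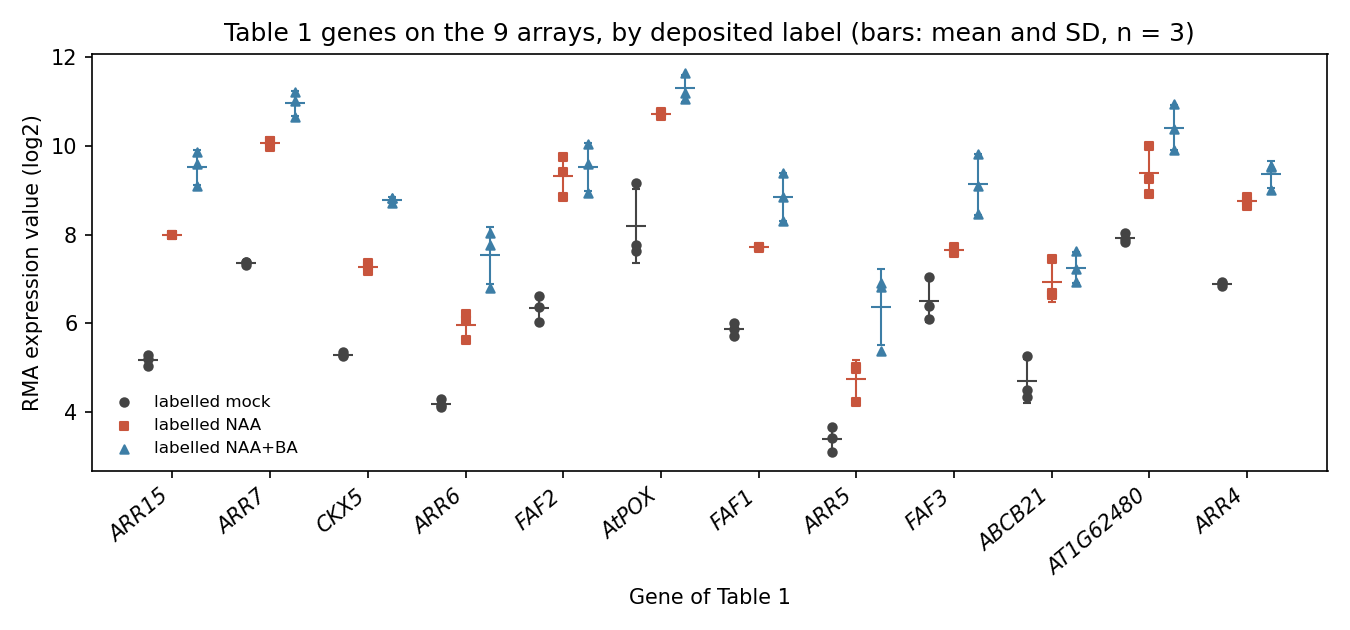
RMA expression values (log2, vertical axis) of the 12 genes of Table 1 (horizontal axis) on the 9 arrays. Points are single arrays and bars the mean and SD of the 3 arrays with each deposited label. The 3 arrays labelled mock lie below those labelled NAA+BA for every gene shown.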

Included in the 12 are *CKX5* and five members of a six-gene clade of type-A *ARR*s. The type-A *ARR*s are primary CK response genes, and are generally considered to be involved in feedback downregulation of CK signalling (Brandstatter and Kieber, 1998; Imamura *et al*., 1998; D’Agostino *et al*., 2000; To *et al*., 2004, 2007). This type-A *ARR* clade, comprising *ARR3* (At1g59940), *ARR4* (At1g10470), *ARR5* (At3g48100), *ARR6* (At5g62920), *ARR7* (At1g19050) and *ARR15* (At1g74890), was selected for further analysis of CK-mediated bud activation.

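All 5 genes of this type-A ARR clade with a named probe set, which are entries of Data S1 and so chosen on these samples, were higher on the arrays labelled NAA, and higher again on average on those labelled NAA+BA, than on the arrays labelled mock. ARR7 (AT1G19050) stood at 7.36 ± 0.04 (SD, n = 3) on the arrays labelled mock, 10.07 ± 0.08 (SD, n = 3) on those labelled NAA and 10.96 ± 0.28 (SD, n = 3) on those labelled NAA+BA, in log2 expression values. ARR15 (AT1G74890) stood at 5.17 ± 0.12 (SD, n = 3), 8.00 and 9.52 ± 0.39 (SD, n = 3) in the same order. From the arrays labelled mock to those labelled NAA, in the grouping of Data S1 from auxin alone to the control, the log2 fold change was 2.83 for ARR15 (standard error 0.18, adjusted p = 7.32e-05 from limma), 2.71 for ARR7, 1.86 for ARR4 (AT1G10470), 1.78 for ARR6 (AT5G62920) and 1.35 for ARR5 (AT3G48100; standard error 0.38, adjusted p = 0.0375 from limma). From the arrays labelled NAA to those labelled NAA+BA, the estimates were 1.63 for ARR5, 1.57 for ARR6, 0.89 for ARR7 and 0.61 for ARR4, and none of these passed the test (adjusted p = 0.4681 for ARR7, the lowest of the 4, from limma). ARR16 (AT2G40670), a type-A gene outside the clade, was higher by 1.44 (standard error 0.30, adjusted p = 0.0107 from limma) on the arrays labelled NAA+BA than on those labelled mock, and the type-B gene ARR18 differed by -0.01 (adjusted p = 0.9874). The call of ARR5 between the arrays labelled NAA and mock was lost without any of the 3 mock arrays, NAA replicate 1 or NAA replicate 2 (adjusted p 0.0680 to 0.1206), and without NAA+BA replicate 3 limma called ARR15 (adjusted p = 0.0064) and ARR6 (adjusted p = 0.0263) between the arrays labelled NAA+BA and NAA, as it did ARR15, ARR7, ARR6 and ARR5 with array weights (adjusted p 6.49e-04 to 0.0212). ARR3 has no named probe set in the tables used here and is not analysed here.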

**Table 1:** The top 12 transcripts downregulated by apical auxin and upregulated by auxin and cytokinin (CK). All transcripts were classed as significantly (two-fold or more) decreased in auxin-treated buds compared with mock-treated buds, and increased five-fold or more in auxin and CK-treated buds compared with auxin-treated buds

Gene	ATH1 chip ID
1. At1g74890 (*ARR15,* ARABIDOPSIS RESPONSE REGULATOR 15)	262212_at
2. At1g19050 (*ARR7*, ARABIDOPSIS RESPONSE REGULATOR 7)	259466_at
3. At1g75450 (*CKX5*, CYTOKININ OXIDASE 5)	261109_at
4. At5g62920 (*ARR6*, ARABIDOPSIS RESPONSE REGULATOR 6)	247406_at
5. At1g03170 (*FAF2*, FANTASTIC FOUR 2)	264363_at
6. At3g30775 (*AtPOX*, PROLINE DEHYDROGENASE 1)	257315_at
7. At4g02810 (*FAF1*, FANTASTIC FOUR 1)	255448_at
8. At3g48100 (*ARR5*, ARABIDOPSIS RESPONSE REGULATOR 5)	252374_at
9. At5g19260 (*FAF3*, FANTASTIC FOUR 3)	249920_at
10. At3g62150 (*ABCB21*, ATP-BINDING CASSETTE B 21)	251248_at
11. At1g62480 (vacuolar calcium-binding protein-like protein)	265116_at
12. At1g10470 (*ARR4*, ARABIDOPSIS RESPONSE REGULATOR 4)	263236_at

### A clade of the type-A *ARR* family modulates intact branching patterns

We first verified the expression profile of the five *ARR* genes using qPCR. All genes were upregulated 2.5- to 11-fold in buds treated with basal CK and apical auxin compared with apical auxin alone (Figure S2).

To investigate the role of this type-A *ARR* clade in bud activation, the hextuple *arr3,4,5,6,7,15* mutant branching phenotype was examined in mature plants left intact (Figure4a) or decapitated (Figure4b). Similar to *ipt* mutants, intact *arr3*,*4*,*5*,*6*,*7*,*15* plants formed significantly fewer rosette branches than the wild type (2.5 ± 0.1 versus 3.9 ± 0.1, respectively, *P *≤* *0.001) but there was no significant difference in decapitation-induced branching.

**Figure 4:**
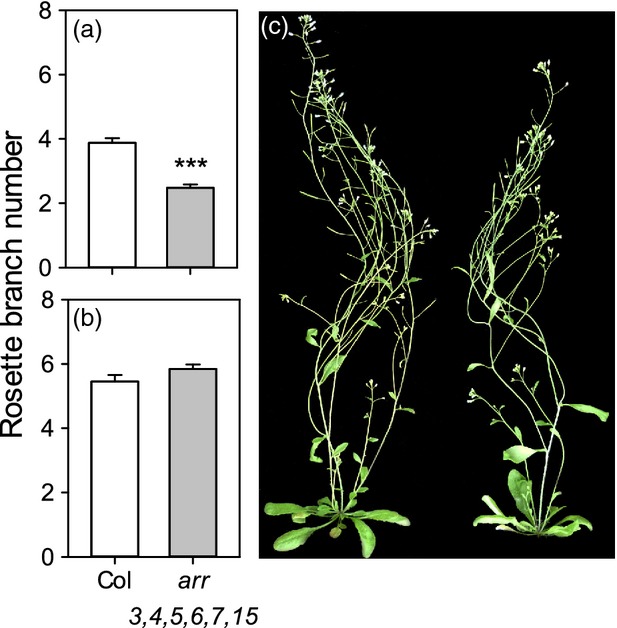
*arr3,4,5,6,7,15* has reduced branching in intact plants but a normal decapitation response.Rosette branches ≥0.5 cm were counted in (a) intact and (b) decapitated plants at maturity. The mean ± SE is shown (*n *=* *25–72). Statistical comparisons shown were made between the wild-type and *arr3,4,5,6,7,15* using the Mann–Whitney test. Asterisks denote a significance level of *P *<* *0.001 (***).(c) Intact wild-type (left) and *arr3,4,5,6,7,15* (right) plants at 5 weeks.

We used the isolated one-node assay to assess the CK response of *arr3*,*4*,*5*,*6*,*7*,*15* buds. Mock-treated mutant buds activated with normal kinetics and were inhibited by apical auxin, as for the wild type (Figure5). However, the ability of CK to overcome inhibition by apical auxin was compromised in *arr3*,*4*,*5*,*6*,*7*,*15*. Over time, there was no significant difference in length between mutant buds treated with apical auxin and those treated with apical auxin and basal CK, whereas wild-type buds treated with apical auxin and basal CK were significantly longer (*P *<* *0.01) than their apical-auxin-only equivalents from 48 h onward (Figure5b).

**Figure 5:**
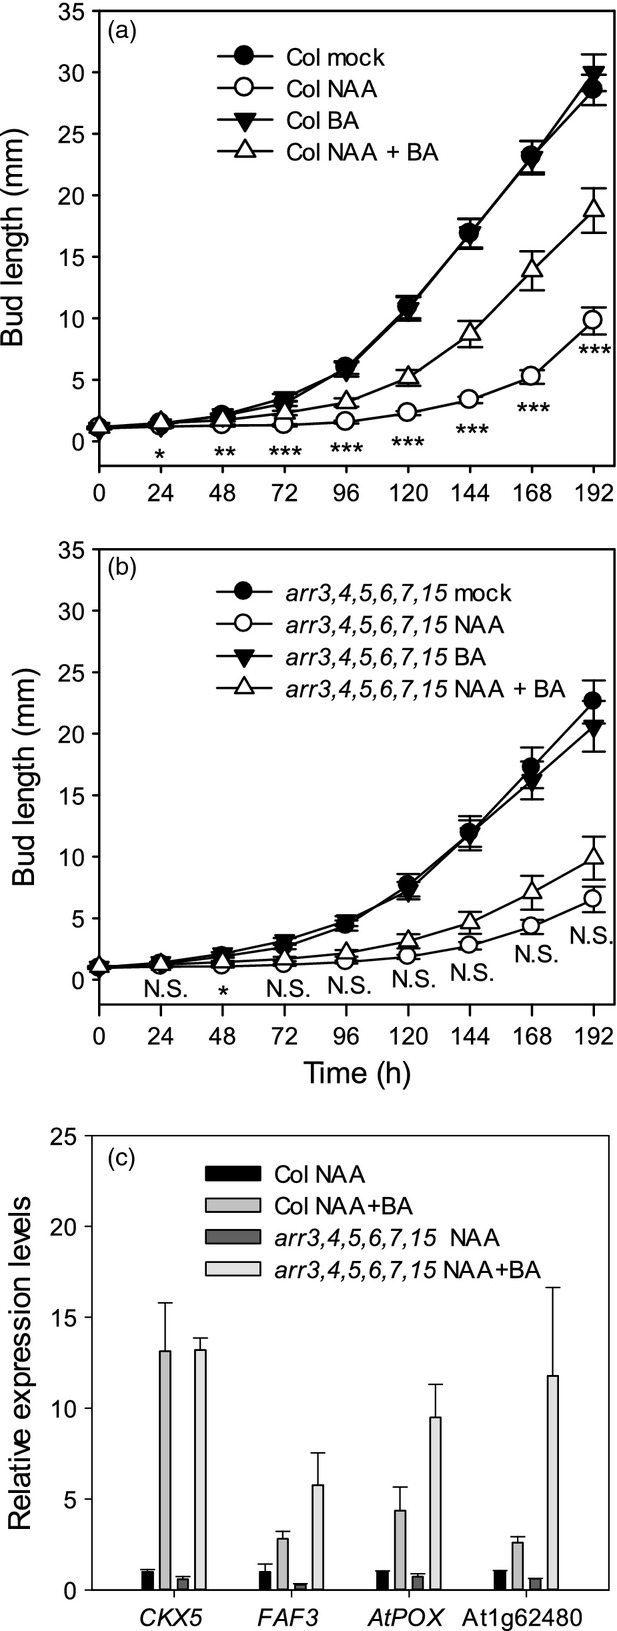
*arr3,4,5,6,7,15* buds have impaired outgrowth to CK but retain normal gene expression responses.(a) Wild-type and (b) *arr3,4,5,6,7,15* isolated nodal segments bearing one bud were treated for 8 days with mock, 1 μm NAA (apically), 1 μm 6-benzylaminopurine (BA; basally) or combined 1 μm NAA (apically) and 1 μm BA (basally). The mean ± SE is shown (*n *=* *20). Statistical comparisons shown were made between NAA and NAA + BA treated buds using *t*-tests and Mann–Whitney tests as the data did not always follow a normal distribution. Asterisks denote a significance level of *P *<* *0.05 (*), *P *<* *0.01 (**) or *P *<* *0.001 (***); N.S, not significant.(c) Expression of cytokinin-responsive genes in isolated buds treated with NAA and BA as in (a) and (b). Mean ± SE of two or three pools of 20 buds each is shown.

To determine whether transcriptional responses to CK are impaired in *arr3,4,5,6,7,15* buds, we used several genes from Table1 as markers and analysed their expression in wild-type and *arr3,4,5,6,7,15* buds treated with or without basal CK in the presence of apical auxin (Figure5c). Despite the fact that CK-treated wild-type buds activate while their *arr3,4,5,6,7,15* equivalents do not, CK treatment resulted in the upregulation of all the CK-responsive transcripts tested in the mutant buds at least as strongly as in wild-type buds.

Together, these results suggest that this type-A *ARR* clade is required for CK-mediated bud activation but not for bud transcriptional responses to CK. Furthermore, the results are consistent with the conclusion from the *IPT* gene analysis that CK is not required for release from auxin-mediated apical dominance, but rather acts to overcome the inhibitory effects of apical auxin, promoting branching in intact plants.

### Strigolactone does not rescue decapitation-induced bud outgrowth in CK mutants

It has previously been suggested that bud activity represents a read-out of the ratio of CK to SL in buds, with both being influenced by auxin in the main stem (Dun *et al*., 2012). This may explain why in many species SL is unable to inhibit buds in the absence of a competing auxin source, as high CK levels resulting from low auxin might render the buds resistant to SL. According to this hypothesis, *arr3,4,5,6,7,15* buds may respond normally to decapitation despite their lack of CK response because of low levels of SL. If this is the case, isolated *arr3,4,5,6,7,15* buds should fail to activate in the presence of high SL. We therefore tested the response of *arr3,4,5,6,7,15* buds to the synthetic SL GR24 (Figure6). As previously described by Crawford *et al*. (2010), wild-type buds activated similarly with or without basal SL, and SL applied in combination with apical auxin inhibited buds to a greater extent than auxin alone (*P *≤* *0.01). *arr3,4,5,6,7,15* buds responded similarly to the wild type. There was a slight reduction in SL-treated *arr3,4,5,6,7,15* bud elongation relative to mock, but this was not statistically significant. Additionally, *arr3,4,5,6,7,15* buds exhibited some resistance to SL, as there was no effect of SL on bud activation in the presence of apical auxin. The finding that wild-type and *arr3,4,5,6,7,15* buds alike activate under high SL suggests that depletion of auxin in the main stem alone is sufficient to trigger sustained bud activity, with no requirement for low SL and/or high CK, consistent with the canalisation-based hypothesis for bud activation.

**Figure 6:**
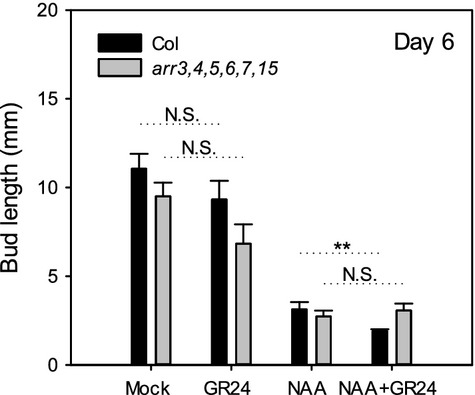
Strigolactone does not inhibit *arr3,4,5,6,7,15* bud outgrowth.(a) Wild-type and (b) *arr3,4,5,6,7,15* isolated nodal segments bearing one bud were treated with mock, 0.5 μm NAA (apically), 5 μm GR24 (basally) or combined 0.5 μm NAA and 5 μm GR24 (basally). The mean ± SE on day 6 is shown (*n *=* *20). Statistical comparisons shown were made using *t*-tests or Mann–Whitney tests as the data did not always follow a normal. Asterisks denote a significance level of *P *<* *0.01 (**); N.S., not significant.

### Branching response to high nitrate is impaired in higher-order CK mutants

Our data support the hypothesis that the main role of CK in branching is to drive bud activation in the presence of high auxin. One situation where this might be physiologically relevant is during changes in nitrate availability. Low nitrate availability is known to increase in the proportion of biomass allocated to roots versus shoots (Drew, 1975; Scheible *et al*., 1997) and high N is associated with bud activation (McIntyre and Hunter, 1975; McIntyre and Cessna, 1991; Ding *et al*., 1995; McIntyre, 2001; Liu *et al*., 2011; de Jong *et al*., 2014). As nitrate is known to promote CK synthesis (Takei *et al*., 2001b, 2002, 2004), CK might drive the activation of additional shoot branches despite the high main stem auxin contributed by already active shoots. To test this, we compared total branch numbers of CK mutants with the wild-type under high- and low-nitrate conditions (Figure7). Although *ipt3* and *ipt5* single mutants have similar branching levels to the wild type when grown under these conditions, the *ipt3,5,7* and *arr3,4,5,6,7,15* mutants have significantly fewer active branches than the wild type on high nitrate. In contrast, there was no difference between the wild type and the mutants on low nitrate. These data suggest that CK is not required to support branching on low nitrate but that it may be important to enhance branching under high nitrate.

**Figure 7:**
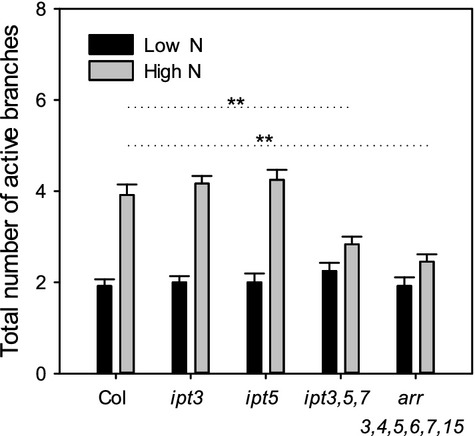
The branching plasticity response to high N is reduced in higher-order cytokinin mutants.Plants were grown on soil-free medium under high (9 mm NO_3_) or low (1.8 mm NO_3_) nitrate conditions and the total number of active rosette and cauline branches (≥1 cm) counted at the onset of senescence. The mean ± SE is shown (*n *=* *11–12). The statistical comparisons shown were made between the wild type and each mutant on high nitrate using Mann–Whitney tests with a Bonferroni correction to adjust for multiple comparisons; asterisks denote a significance level of *P *<* *0.0125 (**). No significant differences were found between the wild type-and *ipt3* or *ipt5* on high nitrate or between the wild type and any mutants on low nitrate.

## Discussion

Many of the genes involved in CK biosynthesis and signalling are members of large families, bringing the combined problems of functional redundancy and pleiotropy to mutant analyses. To investigate the role of CK in shoot branching in Arabidopsis we selected mutants of only the most relevant members of the *IPT* family of CK biosynthetic genes and the *ARR* family of CK signalling genes based on transcriptional profiles. The fact that we observed similar mutant phenotypes for the selected *IPT* and *ARR* genes suggests that this strategy was effective, though some differences were observed. For example, our results support a role for *IPT*-mediated CK synthesis in bud initiation (Figure2; Wang *et al*., 2014) that apparently does not require the *ARR*s involved in bud activation.

Type-A *ARR* multiple mutants have CK-response phenotypes in roots (To *et al*., 2004, 2007; Zhang *et al*., 2011). It is therefore possible that some of the effects observed in shoots are influenced by pleiotropy. Furthermore, it cannot be excluded that other family members may play roles in bud activation, for example rarer CK types dependent on *IPT2* and *IPT9* may be involved. Nonetheless, the combined dataset demonstrates the relatively direct effects of CK on bud activation, and that CK synthesis and signalling contribute to branching in Arabidopsis. Particularly compelling in this regard are the wild-type activation and growth kinetics of the CK-related mutant buds in response to decapitation, demonstrating the general vigour of the buds, and the CK resistance of *arr* hextuple mutant buds in isolated nodal stem segments, where there are no roots.

### The role of CK in auxin-mediated apical dominance

Our results in Arabidopsis are consistent with a substantial body of evidence that CK promotes bud outgrowth in many species. This, in combination with correlative studies, has led to the hypothesis that auxin inhibits bud outgrowth by restricting the supply of CK to buds. This hypothesis is well supported in pea by the transcriptional responses of two *IPT* genes to decapitation and auxin supply, and changes in CK levels in the stem (Tanaka *et al*., 2006; Shimizu-Sato *et al*., 2009). Auxin repression of stem *IPT* gene expression is conserved across species, for example in chrysanthemum (Chen *et al*., 2013) and rice (Minakuchi *et al*., 2010). We found similar results in Arabidopsis, but only for *IPT3* (Figure1a). Interestingly, these results contrast with those in roots, where auxin has little effect on *IPT3* but upregulates *IPT5* and *IPT7* (Miyawaki *et al*., 2004). The auxin responsiveness of different *IPT* family members may therefore be determined by tissue-specific factors.

The transcriptional response of *IPT3* to decapitation is consistent with the idea that auxin-mediated bud inhibition involves a reduced supply of CK. Similarly, our observation that buds activated by decapitation have virtually identical transcriptomes to buds activated by basal CK supply in the presence of apical auxin could reflect an important role for high CK in bud activation following decapitation. However, our mutant analysis does not support this hypothesis. 

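Most probe sets called between the arrays labelled NAA and mock were called in the same direction between those labelled NAA+BA and mock. Of 800 probe sets lower with NAA than with mock, 614 were also lower with NAA+BA, and of 291 higher ones, 220 were also higher with NAA+BA. In reverse, these are 614 of the 742 lower with NAA+BA and 220 of the 499 higher with NAA+BA. Without mock replicate 3 the shared counts were 1013 lower and 697 higher, and the shared higher ones numbered 88 without mock replicate 1, 127 without mock replicate 2 and 139 without NAA replicate 1. No probe set was called in opposite directions. HIS1-3 (AT2G18050), a linker histone gene, had the lowest estimate among probe sets with 1 gene name, from 10.56 ± 1.00 (SD, n = 3) on the arrays labelled mock to 4.22 ± 0.56 (SD, n = 3) on those labelled NAA, with 6.88 ± 1.39 (SD, n = 3) on those labelled NAA+BA. For 565 of the 800 probe sets lower with NAA than with mock, the mean with NAA+BA lay between those with NAA and mock. The 800 were selected for low values on the same NAA arrays, which by itself raises this share. Of the 291 higher with NAA than with mock, 159 had a higher mean with NAA+BA than with NAA. The groups that resemble each other are thus those labelled NAA and NAA+BA, which in the grouping of Data S1 are the control and auxin plus CK. Across probe sets, which are not independent replicates, the log2 fold changes of both groups against the arrays labelled mock had a correlation of 0.93, and simulated groups with no change that share these arrays gave 0.50. With 3 arrays per group, simulated 2-fold changes between the arrays labelled NAA and NAA+BA were called by limma in 42% of cases and 3-fold changes in 87.6%. Each run had 200 changed probe sets, which eases the adjustment, and 67.6% of the 2-fold changes passed the adjusted p alone. With the 2 calls of the real comparison the adjustment is stricter. There ARR5 at 3.09-fold (adjusted p = 0.9996 from limma) and ARR6 at 2.97-fold (0.7116) were not called, while CKX5 at 2.85-fold was. The shares are thus not the power of this comparison, and differences of 2-fold or more could also be missed. The paper raises a role of high CK in bud activation after decapitation as a possible reading of the resemblance, and sets it aside from its analysis of mutants.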

Multiple *ipt* mutant buds were unaffected in their response to apical auxin or to presumed auxin depletion in the main stem PATS following decapitation. Furthermore, *arr3*,*4*,*5*,*6*,*7*,*15* buds, despite being severely compromised in CK-mediated bud activation, are fully capable of responding to apical auxin and decapitation. In Arabidopsis it therefore seems that CK is not required for release from auxin-mediated apical dominance following decapitation, but rather it allows buds to escape apical dominance and activate even when auxin in the PATS is high.

In pea it has been suggested that bud activity is determined by the ratio of CK and SL in buds (Braun *et al*., 2012; Dun *et al*., 2012). Auxin-mediated changes in SL levels could explain the normal activation of *arr3*,*4*,*5*,*6*,*7*,*15* mutant buds following decapitation (Figure4b) and their inhibition by apical auxin (Figure5b). However, this seems unlikely because SL is unable to prevent the activation of *arr3*,*4*,*5*,*6*,*7*,*15* buds on isolated nodes (Figure6). Our results from Arabidopsis are therefore not consistent with CK:SL ratios regulating bud activity, highlighting the need to better understand the mechanism by which CK activates buds.

### Transcriptional CK responses in buds

There are several hypotheses about how CK promotes bud outgrowth (for a review see Müller and Leyser, 2011). Most involve CK-induced transcription of genes such as those involved in cell-cycle regulation or meristem function, and there is good evidence that the CK signalling network regulates the transcription of such genes (Riou-Khamlichi *et al*., 1999; Suzuki *et al*., 2001; Dewitte *et al*., 2007; Braun *et al*., 2012; Dun *et al*., 2012).

We identified 220 genes that are significantly (two-fold or more) downregulated by apical auxin and also significantly (two-fold or more) upregulated by simultaneous basal CK supply (Table S1). This includes several type-A *ARR*s and CK metabolism genes, which have been repeatedly identified as CK-responsive in meta-analyses of CK microarrays (Brenner *et al*., 2012; Bhargava *et al*., 2013). 

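Genes whose products inactivate CKs were mostly higher on the arrays labelled NAA+BA than on those labelled mock, which in the grouping of Data S1 are auxin alone. Of 10 listed genes of CK inactivation, 4 have a named probe set, and 3 of them passed the test, all higher. CKX6 (AT3G63440), a cytokinin oxidase gene, had a log2 fold change of 1.76 (standard error 0.18, adjusted p = 8.10e-04 from limma). UGT76C2 (AT5G05860), whose product glucosylates CKs, had a log2 fold change of 1.21 (standard error 0.17, adjusted p = 0.0022 from limma), and its neighbour in sequence UGT76C1 (AT5G05870) one of -0.44 (standard error 0.14, adjusted p = 0.0577 from limma). CRF5 (AT2G46310), a CK response factor gene named only through Data S1, was higher by 1.22 (standard error 0.12, adjusted p = 7.63e-04 from limma). Of the 4 genes, CKX5 and CKX6 are named through Data S1, which was chosen on these samples. Of the other 2, UGT76C2 was called over all genes tested and adjusted over the list alone. From NAA to NAA+BA, by the labels, CKX6 differed by 0.54 (adjusted p = 0.9996 from limma) and UGT76C2 by 0.39 with the same adjusted p. Genes of CK synthesis and CK receptor genes have no named probe set in the tables used here and are not analysed here.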

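Most of the measured genes of DNA replication were higher on the arrays labelled NAA and on those labelled NAA+BA than on those labelled mock. Of 38 listed genes, 18 have a named probe set, and 13 of them passed the test in each comparison, all higher, with median log2 fold changes of 1.14 for NAA and 1.05 for NAA+BA. PCNA1, the sliding clamp of DNA polymerases, had log2 fold changes of 1.32 and 1.18, the origin recognition gene ORC2 of 1.23 and 1.04, and ORC6, of the same complex, of 1.24 and 1.12. Of the 18 genes, 12 are named only through Data S1, which was chosen on these samples, so that neither the share called nor the direction is independent evidence. Among the other 6, 1 gene, POLD3, a subunit gene of DNA polymerase delta, passed the test in each comparison, and the same 1 when adjusted over the list alone. As a group these 6 were higher with an adjusted p of 0.0023 for NAA and 0.0028 for NAA+BA from camera in limma, and an adjusted p of 0.2291 for each with an estimated correlation. Between the arrays labelled NAA and NAA+BA, the median of the 18 genes was -0.08, and none passed limma's test. The Aurora kinase genes AUR1 and AUR2, which act in mitosis, were higher by 0.97 and 0.91 with NAA, under the 2-fold threshold, at adjusted p of 0.0078 and 0.0032 from limma, and by 1.18 and 1.04 without mock replicate 3. With NAA+BA they were higher by 0.73 and 0.61, and AUR3 differed by 0.44 with NAA (adjusted p = 0.0779) and 0.18 with NAA+BA (adjusted p = 0.5000). As a group the 3 Aurora genes were higher with NAA than mock (adjusted p = 0.0096 from camera) and lower with NAA+BA than NAA (adjusted p = 0.0092), each at an adjusted p of 0.2291 with an estimated correlation. Of the meristem regulators, CLV3 differed by 0.28 (adjusted p = 0.5194) and LAS by -0.01 (adjusted p = 0.9771) between NAA+BA and mock, and CUC3, named only through Data S1, was higher by 1.69 (adjusted p = 0.0022 from limma). Cyclin D3 genes and WUS have no named probe set in the tables used here and are not analysed here. In the grouping of Data S1 the arrays labelled mock are auxin alone and those labelled NAA the control. Without mock replicate 1, ORC2 (0.89), ORC6 (1.00) and POLD3 (0.99) fell short of the 2-fold threshold between NAA+BA and mock, as did POLD3 without NAA+BA replicate 3 (0.92), and between NAA and mock POLD3 did so without mock replicate 1 (0.98) or mock replicate 2 (0.99).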

The list also includes several genes involved in DNA replication, but not classical CK cell-cycle targets such as cyclin D3 (Riou-Khamlichi *et al*., 1999) or known CK-regulated meristem regulators such as *WUS* (Lindsay *et al*., 2006; Gordon *et al*., 2009). However, the list does include three members of the FANTASTIC FOUR (*FAF*) family, of which *FAF2* has been implicated in regulating shoot meristem size. 

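All 4 FAF genes were higher on the arrays labelled NAA and on those labelled NAA+BA than on the arrays labelled mock, which Data S1 takes as auxin alone. FAF2 (AT1G03170) stood at 6.34 ± 0.30 (SD, n = 3) on the arrays labelled mock, 9.33 ± 0.46 (SD, n = 3) on those labelled NAA and 9.53 ± 0.55 (SD, n = 3) on those labelled NAA+BA. Its log2 fold change between NAA+BA and mock was 3.19 (standard error 0.30, adjusted p = 6.58e-04 from limma). FAF1 (AT4G02810) was higher by 2.99 (standard error 0.23, adjusted p = 2.87e-04 from limma) and FAF3 (AT5G19260) by 2.62 (standard error 0.32, adjusted p = 0.0015 from limma). FAF4 (AT3G06020), which is in Data S1 but not in Table 1, was 2.83-fold higher (adjusted p = 3.66e-04 from limma). From the arrays labelled NAA to those labelled NAA+BA the estimates were 1.48 for FAF3, 1.13 for FAF1, 0.20 for FAF2 and 0.20 for FAF4, and none passed the test (adjusted p = 0.9006 for FAF1, the lowest of the 4, from limma), while with array weights FAF3 (1.56) and FAF1 (1.23) did, each at an adjusted p of 0.0147. All 4 genes are named only through Data S1, which was chosen on these samples. The call of FAF3 between the arrays labelled NAA and mock (log2 fold change 1.14, adjusted p = 0.0369 from limma) was lost without mock replicate 1 or 2, any of the 3 NAA arrays or NAA+BA replicate 2 (adjusted p 0.0574 to 0.1312).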

Over-expression of *FAF*s results in reduced meristem size and reduced *WUS* expression, and *FAF2* is expressed in the *WUS* domain of the shoot apical meristem (Wahl *et al*., 2010). *FAF1* and *FAF3* can also influence meristem size when ectopically expressed, but their native expression pattern is primarily in the vasculature. *FAF3* has previously been identified as robustly inducible by CK (Bhargava *et al*., 2013).

An additional hypothesis for the mechanisms of action of CK in bud activation is promotion of auxin export from buds. This could be at the transcriptional level, and, consistent with this hypothesis, several genes involved in auxin biosynthesis and auxin transport are upregulated in the auxin plus CK treatment. This includes the auxin transporter ABCB21 (Table1) (Kamimoto *et al*., 2012).

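Some of the measured genes of auxin biosynthesis and auxin transport were higher on the arrays labelled NAA+BA than on those labelled mock, which in the grouping of Data S1 are auxin alone. Of 22 listed genes of auxin biosynthesis, 5 have a named probe set, and 3 passed the test, all higher. YUC4 (AT5G11320), a flavin monooxygenase gene of this pathway, had a log2 fold change of 1.33 (standard error 0.14, adjusted p = 8.09e-04 from limma), YUC2 (AT4G13260) of 1.08 (adjusted p = 0.0025) and TAA1 (AT1G70560), an aminotransferase gene of the same pathway, of 1.56 (standard error 0.17, adjusted p = 0.0011 from limma). YUC6 had an estimate of 0.62 and YUC11 of -0.12. Without TAA1, which is named only through Data S1, 2 of 4 genes were higher and 0 lower over all genes tested as well as adjusted over the list alone, and as a group the 4 had an adjusted p of 0.0102 from camera in limma and 0.2291 with an estimated correlation. Of genes of auxin transport, ABCB21 was higher, and so was the influx carrier gene LAX3 (AT1G77690), by 1.87 (standard error 0.27, adjusted p = 0.0026 from limma). Both are named only through Data S1, which was chosen on these samples, and WAG2, a kinase gene of the same list, differed by 0.09 (adjusted p = 0.7086 from limma). Between the arrays labelled NAA and NAA+BA none of the genes named here passed limma's test, with estimates of 0.36 for YUC4 and 0.32 for TAA1, while the 4 genes of biosynthesis without TAA1 were higher as a group with NAA+BA at an adjusted p of 0.0328 from camera and an adjusted p of 0.2291 with an estimated correlation. That group's adjusted p was 0.0513 with the replicate block, 0.0761 with quantile normalization again, 0.1942 without NAA replicate 1, 0.0840 without NAA+BA replicate 1 and 0.0984 without NAA+BA replicate 2. The call of YUC2 was lost without mock replicate 3, where its log2 fold change was 0.93.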

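ABCB21 (AT3G62150), which encodes an auxin transporter and is named only through Data S1, was higher on the arrays labelled NAA and NAA+BA than on any array labelled mock. Its log2 expression value was 4.70 ± 0.49 (SD, n = 3) on the arrays labelled mock, 6.93 ± 0.45 (SD, n = 3) on those labelled NAA and 7.26 ± 0.35 (SD, n = 3) on those labelled NAA+BA. The log2 fold change between NAA+BA and mock, in the grouping of Data S1 between auxin plus CK and auxin alone, was 2.56 (standard error 0.29, adjusted p = 0.0012 from limma). Between NAA and mock it was 2.22 (adjusted p = 0.0017 from limma). The arrays labelled NAA and NAA+BA overlapped, with a difference of 0.34 (adjusted p = 0.9996 from limma).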

### The role of type-A *ARR*s in bud activation

To assess the role of the upregulated type-A *ARR*s in the control of bud growth we analysed a hextuple mutant lacking all members of the upregulated clade. The mutant buds were strongly resistant to activation by basally applied CK, consistent with their reduced branching phenotype in intact plants. The inability of these buds to activate in response to CK raises interesting questions about the mechanism of action of CK in promoting bud growth. The hextuple mutant buds are apparently fully responsive to CK at the transcriptional level (Figure5c), suggesting that these transcriptional changes are insufficient to activate buds in the absence of the type-A *ARR* clade. Given the reduced branching phenotype of the mutant, but normal growth kinetics in active branches, a likely explanation is that there are essential type-A *ARR*-dependent non-transcriptional roles for CK in bud activation.

### Post-transcriptional CK responses

In roots, CK reduces the abundance of some PIN auxin efflux carriers at the plasma membrane via a post-transcriptional mechanism (Marhavý *et al*., 2011; Zhang *et al*., 2011). For PIN1, this effect is dependent on AHK4 and two type-B ARRs (Marhavý *et al*., 2011). Type-A *arr* mutants are hypersensitive in their PIN responses to CK, suggesting that they function as negative regulators of CK with respect to this non-transcriptional pathway (Zhang *et al*., 2011). In light of this our results appear paradoxical, because loss of multiple type-A *ARR*s should lead to hypersensitivity to CK yet *arr3,4,5,6,7,15* buds exhibit CK resistance and intact *arr3,4,5,6,7,15* plants have reduced branching, similar to the loss of certain *IPT* CK biosynthetic genes.

This paradox can be resolved if the primary target for CK signalling in bud regulation is plasma membrane accumulation of PIN proteins, and bud activation requires canalisation of auxin transport from the bud to the stem, as proposed in the canalisation-based model for branching control. In roots, there is some evidence of differential sensitivity to CK of PINs on different cell faces (Marhavý *et al*., 2014). If this is also the case for shoots, then low levels of CK might promote the establishment of auxin transport canalisation out of buds by removing PINs differentially from non-rootward cell faces. If *arr3,4,5,6,7,15* buds and/or shoots are hypersensitive to CK this could result in broader PIN removal, including rootward PINs, reducing the ability to canalise auxin transport out of the bud. This idea is highly speculative, and it certainly cannot be assumed that the behaviour of PIN in roots and buds will be the same; however, it does provide a possible explanation for the molecular and physiological phenotypes of the *arr3,4,5,6,7,15* mutants, which can be tested at a cellular level.

### The response of CK and branching to the environment

Our data strongly suggest that in Arabidopsis CK drives increased bud activation when auxin levels are high. This solves a major problem with apical dominance as a mechanism for modulating shoot architecture. Under this model, if a vigorous apex exports auxin and inhibits the buds below it, apical dominance would be strong under favourable conditions, restricting the plant’s capacity to produce branches despite resource abundance. A canalisation-based mechanism for apical dominance is less problematic, because in this case bud activation is essentially a competitive process; conditions that increase the vigour of the primary apex will also increase the vigour of lateral buds. The mode of action for CK suggested by our data allows for the exploitation of favourable conditions through CK-mediated escape from apical dominance. There is evidence that CK synthesis is increased by high nitrate (for review, see Kiba *et al*., 2011) at least partly via the upregulation of *IPT* gene expression (Miyawaki *et al*., 2004; Takei *et al*., 2004), and that CK can act as a systemic signal for nitrate status (Ruffel *et al*., 2011), consistent with our grafting results (Figure1e). Our findings suggest that an N-induced increase in CK contributes to increased branching because both *ipt3,5,7* and *arr3*,*4*,*5*,*6*,*7*,*15* have wild-type-levels of branching when grown under low-nitrate conditions, but they are compromised in their ability to activate more buds when nitrate levels are higher (Figure7). In the case of *ipt3,5,7,* this could be partly due to bud initiation defects, but this is not the case for *arr3*,*4*,*5*,*6*,*7*,*15*.

Further consideration of this mechanism also provides a possible function for the downregulation of CK in the stem by auxin. If unchecked, escape from auxin-mediated apical dominance could lead to the activation of all buds. This could be prevented by downregulation of CK biosynthesis by additional auxin, supplied by the newly activated branches. Thus, auxin and CK can act in a feedback loop, the equilibrium of which can be adjusted by auxin-independent CK synthesis driven by external inputs such as nutrient availability or light.

## Experimental Procedures

### Plant lines and growth conditions

Col-0 was used as the wild-type controls and all mutant lines were on a Col-0 background. Seeds were stratified for 3–5 days at 4°C. The *ipt1-1*,*ipt3*-*2*,*ipt5-2* and *ipt7-1* single, double, triple and quadruple mutant combinations used were those described in Miyawaki *et al*. (2006). The *arr* alleles are those previously described in Zhang *et al*. (2011). All soil-grown plants were sown on F2 compost in P40 trays treated with Intercept 70WG (both Levington, http://www.scottsprofessional.co.uk) then transferred to the glasshouse or controlled environment rooms. Glasshouse conditions comprised a long-day photoperiod (16-h light/8-h dark) and an average temperature range of 15–25°C. Controlled environment conditions comprised either long-day or short-day (8-h light/16-h dark) photoperiods, an average light intensity of 170 or 100 μmol m^−2^ sec^−1^ for soil-grown and sterile-grown plants, respectively, and an average temperature range of 17–21°C.

### Statistical analyses

Based on the assumption that branch numbers do not follow a normal distribution, the Mann–Whitney test was used for statistical comparisons of non-parametric data and a Bonferroni correction applied for multiple comparisons. Kolmogorov–Smirnov and Shapiro–Wilk tests for normality were used to determine if other datasets followed a normal distribution. For parametric distributions, statistical analyses were performed using two-tailed *t*-tests and interpreted using Levene’s test for homogeneity of variance.

### Two-node assays

Two-node assays (Figures1a and S1) were performed as described in Ongaro *et al*. (2008) and Prusinkiewicz *et al*. (2009).

### Intact and decapitated branch counts

For *ipt* mutant branch counts (Figure1b,c), plants were soil-grown under short days in controlled-environment rooms for 6 weeks then transferred to long-day glasshouse conditions. After flowering, plants were left intact or decapitated at the base of the bolt and rosette branch numbers ≥0.5 cm recorded after 1 week. For *arr3,4,5,6,7,15* mutant branch counts (Figure5a), intact plants were grown under glasshouse conditions and the number of branches ≥0.5 cm were recorded when plants had developed at least two full siliques. The decapitation assays shown in Figure5(b) were performed as per Greb *et al*. (2003).

### Grafting

Reciprocal grafts between the wild type and *ipt3,5,7* (Figure1e) were performed using the transverse cut and butt alignment method as per Turnbull *et al*. (2002) with the following modifications. Seeds were germinated on *Arabidopsis thaliana* salts (ATS) medium (Wilson *et al*., 1990) containing 0.8% bacto-agar and grown on vertically mounted Petri dishes under sterile short-day controlled-environment conditions as outlined above. Seven-day-old seedlings were used for grafting and 7–9 days after grafting, plants showing root growth and no adventitious roots were transferred to sand and Terra-Green on a high-nitrate regime as outlined below. The total number of active rosette and cauline branches (≥1 cm) were counted at the onset of senescence when the oldest siliques had ripened.

### *ipt* axil characterisation

Axils were examined by eye via light microscopy (Figure2a–f) and buds classified as present if at least one bud leaf was discernible. For SEM (Figure2g,h), plants were soil-grown for 6 weeks under short-day conditions in controlled environment rooms as described. Emerging bolts, roots and rosette leaf blades were removed and the remaining rosette stems fixed with 4% paraformaldehyde, washed in phosphate buffer then dehydrated in an acetone series up to 100%. Critical point drying was performed at the York University Technology Facility. Specimens were subsequently coated with gold/palladium and imaged using a JEOL JSM-6490LV microscope (http://www.jeol.co.jp/en/).

### One-node assays

Plants were grown under sterile long-day conditions as described in Bennett *et al*. (2006). Cauline stem segments bearing the basal inactive bud were assayed as per Chatfield *et al*. (2000). For CK treatment, BA (Sigma, http://www.sigma.com) was dissolved in DMSO and applied basally as a 1000× stock to a final concentration of 1 μm. For auxin treatment, NAA (Sigma) was dissolved in 70% ethanol and applied apically as a 1000× stock to a final concentration of 0.5 or 1 μm. GR24 (LeadGen Labs, http://www.leadgenlabs.com/) was dissolved in acetone and applied as a 1000× stock to a final concentration of 5 μm. For mock treatments, DMSO or 70% ethanol was applied basally or apically, respectively, at 0.1% v/v.

### Microarray study

One-node segments were treated with apical NAA alone, apical NAA and basal BA or mock controls as described. Buds were harvested onto liquid nitrogen after 18 h. Total RNA was extracted using the RNeasy Micro Kit (Qiagen; http://www.qiagen.com/). For each microarray, 300 ng total RNA input was used. The RNA labelling and preparation for hybridisation was carried out using an Ambion MessageAmp III aRNA amplification kit (http://www.lifetechnologies.com/) according to the manufacturer’s instructions. An Affymetrix GeneChip Poly-A RNA control kit was used for controls (http://www.affymetrix.com/). The Affymetrix Arabidopsis gene chip ATH1 was hybridised. Three biological replicates were analysed. Statistical analyses of microarray data were performed using R software version 2.15 (http://www.r-project.org/) and the Affy (Gautier *et al*., 2004), Affycoretools and Bioconductor Limma packages. Raw data were normalised using the robust multichip analysis (RMA) algorithm. Differential gene expression between groups was then determined by fitting a linear model to the data using lmfit with subsequent comparisons made using the makeContrasts function. Transcripts with a *q*-value (Hochberg and Benjamini, 1990) of less than 0.05 and a fold change of two or more were classed as significantly differentially regulated. Microarray data were deposited at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/), accession number GSE59741.

### Quantitative real-time PCR

For *IPT* gene expression analysis (Figure1a), two-node assays were set up as described and left intact for 4–6 days. Only segments bearing inactive buds were used. Plants were left intact or decapitated at the apex for 6 h, nodal stems (with axillary buds removed) harvested onto liquid nitrogen or RNAlater (Ambion, http://www.invitrogen.com/) into three pools of 10–15 segments each. Total RNA was extracted using the RNeasy Plant Mini kit (Qiagen) and subjected to DNAse treatment using the Turbo DNA-free kit (Ambion) as per the manufacturer’s instructions. The RNA was quantified using a NanoDrop 1000. For cDNA synthesis, 1 μg of total RNA was reverse transcribed with Superscript II (Invitrogen, http://www.invitrogen.com/) according to the manufacturer’s instructions. Quantification of transcript levels was carried out using SYBR Green reactions with 5 ng cDNA in a 20 μl volume on a Light Cycler 480 II (Roche, http://www.roche.com/) relative to the reference gene UBIQUITIN-CONJUGATING ENZYME 21 (*UBC21*, At5g25760). Three technical replicates were run for each biological replicate and averaged. Means shown represent the average of biological replicates. Expression levels were calculated using the Light Cycler 480 II software and the second-derivative maximum method assuming equal primer efficiencies.

### Nitrate response

Seeds were sown in 5-cm plastic pots on a 1:1 mix of Leighton Buzzard sand (WBB Minerals, http://www.wbbminerals.net/) and Terra-Green (Oil-Dri, http://www.oil-dri.co.uk) fed with 25 ml nitrate-sufficient ATS medium (containing 9 mm NO_3_; Wilson *et al*., 1990) or nitrate-insufficient ATS [containing 1.8 mm NO_3_, made by adjusting the following ATS components and their final concentrations: 0.4 mm Ca(NO_3_)_2_, 1 mm KNO_3_, 4 mm KCl and 1.6 mm CaCl_2_] and grown under glasshouse conditions. After 2 weeks, pots were fed weekly with 10 ml of nutrient solution. Branch numbers were scored as outlined above for grafted plants.

### Additional experimental procedures

Additional experimental procedures are described in Methods S1.

## Supporting Information

**Figure S1.** Decapitation response of buds in an isolated two-node assay.

**Figure S2.** Quantitative real-time PCR confirmation of *ARR* gene expression in buds treated with basal cytokinin and apical auxin.

**Table S1.** Quantitative real-time PCR primer sequences

**Data S1.** Transcripts downregulated by apical auxin and upregulation by auxin and cytokinin.

**Methods S1.** Supporting experimental procedures.

# Supplementary material for: Cytokinin is required for escape but not release from auxin mediated apical dominance
**Source:** Plant J. 2015 May 12;82(5):874–86. doi: 10.1111/tpj.12862
**Supplement:** Supplementary file 1

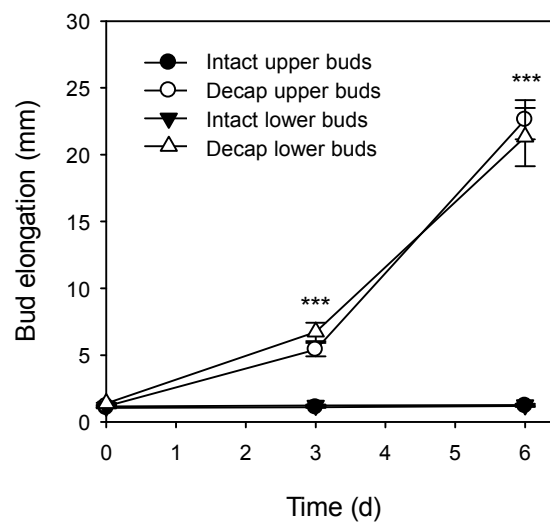

Figure S1. Decapitation response of wild-type buds in an isolated two-node assay. Stem segments bearing two nodes and the apex were set up as per Ongaro *et al.* (2008) and kept intact for 4-6 days. Subsequently, the segments were left intact or decapitated and bud lengths measured over time for a further 6 days. Mean $\pm$ SE are shown ($n = 17-20$). Statistical comparisons were made between intact and decapitated buds at each time point using *t*-tests. Asterisks denote a significance level of $p < 0.001$ (***) for both upper and lower buds.

# Supplementary material for: Cytokinin is required for escape but not release from auxin mediated apical dominance
**Source:** Plant J. 2015 May 12;82(5):874–86. doi: 10.1111/tpj.12862
**Supplement:** Supplementary file 2

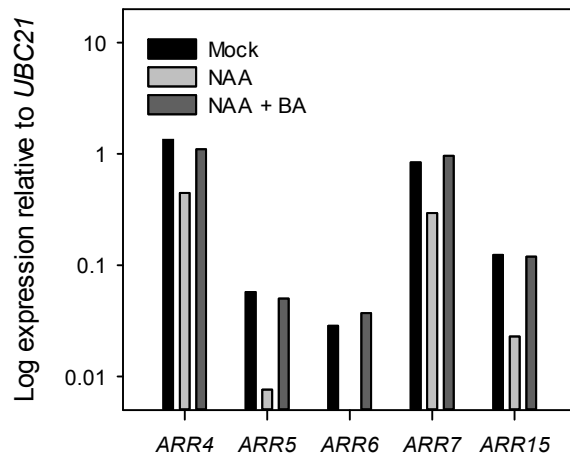

Figure S2. qPCR confirmation of *ARR* gene expression in buds treated with basal CK and apical auxin. Isolated nodal segments bearing one bud were treated for 18 h with hormone control (0.1% v/v 70 % ethanol apically and 0.1% v/v DMSO basally), NAA alone (1 μ M NAA apically and 0.1% v/v DMSO basally) or NAA + BA (1 μ M NAA apically and 1 μ M BA basally). The mean of a single pool of 20 buds is shown.

# Supplementary material for: Cytokinin is required for escape but not release from auxin mediated apical dominance
**Source:** Plant J. 2015 May 12;82(5):874–86. doi: 10.1111/tpj.12862
**Supplement:** Supplementary file 3

**Table S1.** qPCR primer sequences

| **Primer** | **Sequence (5’-3’)** |
| --- | --- |
| *IPT1* forward | CGATTATCGCCGGTGGATCT |
| *IPT1* reverse | CGTAACGCAAATCGGAGCTG |
| *IPT3* forward | AGACTTCCCTCCAGCGAGAT |
| *IPT3* reverse | GAGAGTCGTGACTTGCCTGT |
| *IPT5* forward | ACCTAGCCACTCGTTTTCCG |
| *IPT5* reverse | TTCGTAAGTGTCGTGGACGG |
| *IPT7* forward | CCTCACCACTTGCTTGGAGT |
| *IPT7* reverse | GGGAAGCTTGTTGTTCGCTG |
| *CKX5* forward | CTCGACGTTGTAACTGGGAAA |
| *CKX5* reverse | GCTGGTTCGAGAGAGATTCGT |
| *FAF3* forward | As per ([Wahl *et al.,* 2010](#_ENREF_89)) |
| *FAF3* reverse | As per ([Wahl *et al.,* 2010](#_ENREF_89)) |
| *AtPOX* forward | GGATTCCCTGGGTTGCAAGT |
| *AtPOX* reverse | GACGCAAGTCTCCCCGAATC |
| At1g62480 forward | GGCCACCATCGAGGTTGAA |
| At1g62480 reverse | TTGTTACTTCGACAGGCGCT |
| *ARR4* forward | GACCAGAATCGACAGATGCCT |
| *ARR4* reverse | AGCTTCCGTTTGTTTCCGTT |
| *ARR5* forward | TGTCGATAGTGCGACAAGAGC |
| *ARR5* reverse | CTTCAGATCCTCAAATCCAACCG |
| *ARR6* forward | TCGAGCGTTTGCTCAGAGTAT |
| *ARR6* reverse | AACCTTCAAATCCTCAAAACCGA |
| *ARR7* forward | TCAATGCCAGGACTTTCAGGA |
| *ARR7* reverse | TGCTCCTTCTTTGAGACATTCTTG |
| *ARR15* forward | TCAATGCCGGGACTAACAGG |
| *ARR15* reverse | TGCTCCTTCTATCATACATTGTTCT |
| *UBC21* forward | TCCTCTTAACTGCGACTCAGG |
| *UBC21* reverse | GCGAGGCGTGTATACATTTG |

**Data S1.** Transcripts down-regulated by apical auxin and up-regulated by auxin and CK.

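Data S1 lists, for each of its 220 probe sets, the locus, a description, the mean log2 expression over the 9 arrays and the log2 fold changes of its 3 comparisons with their adjusted p-values. The first comparison is auxin plus CK against auxin alone, the second auxin against the ethanol control and the third auxin plus CK against the control, and the columns are headed IAA where the paper's text names NAA. The means match the deposited values to within 4.96e-05. Its first entry is ARR15, a type-A response regulator gene, and the list is ordered by the change between auxin plus CK and auxin alone. The descriptions of 9 entries name a 40S or 60S ribosomal protein, which are structural proteins of the ribosome. The platform annotation names 122 of the 220 entries by itself.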

# Supplementary material for: Cytokinin is required for escape but not release from auxin mediated apical dominance
**Source:** Plant J. 2015 May 12;82(5):874–86. doi: 10.1111/tpj.12862
**Supplement:** Supplementary file 5

**Methods S1: Supporting experimental procedures**

**qPCR confirmation of microarray results**

For *ARR* gene expression analysis (Figure S2), one-node assays were set up as described for the microarray study. RNA extractions, cDNA synthesis and qPCR were performed as described for the *IPT* genes except that a single pool was collected and analysed. qPCR primer sequences are listed in Table S2.

# Supplementary material for: Cytokinin is required for escape but not release from auxin mediated apical dominance
**Source:** Plant J. 2015 May 12;82(5):874–86. doi: 10.1111/tpj.12862
**Supplement:** Supplementary file 6

**Figure S1.** Decapitation response of wild-type buds in an isolated two-node assay. Stem segments bearing two nodes and the apex were set up as per Ongaro *et al.* ([2008](#_ENREF_57)) and kept intact for 4-6 days. Subsequently, the segments were left intact or decapitated and bud lengths measured over time for a further 6 days. The mean ± SE are shown (*n* = 17-20). Statistical comparisons were made between intact and decapitated buds at each time point using *t*-tests. Asterisks denote a significance level of *p* < 0.001 (***) for both upper and lower buds.

**Figure S2.** qPCR confirmation of *ARR* gene expression in buds treated with basal CK and apical auxin. Isolated nodal segments bearing one bud were treated for 18 h with hormone control (0.1% v/v 70 % ethanol apically and 0.1% v/v DMSO basally), NAA alone (1 µM NAA apically and 0.1% v/v DMSO basally) or NAA + BA (1 µM NAA apically and 1 µM BA basally). The mean of a single pool of 20 buds is shown.

**Table S1.** qPCR primer sequences

**Data S1.** Transcripts down-regulated by apical auxin and up-regulated by auxin and CK.

**Methods S1:** Supporting experimental procedures.

How the deposited data were processed for this re-analysis (not part of the article)

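Expression was measured in cauline buds on Affymetrix ATH1 arrays, with 3 arrays in each of 3 groups, labelled mock, NAA and NAA+BA, after 18 h of treatment. The deposited values are on the log2 scale and were made by the authors with RMA in R 2.15, with limma for their tests; the versions of RMA and limma are not given in the sources used here. All 22810 probe sets were used, and no value was filtered or transformed. Array medians lay between 6.99 and 7.11, between 68.9% and 69.8% of the probe sets of an array were above 5 (log2), and the number of arrays limits the precision. Groups follow the deposited labels. The labels and Data S1 give opposite names to the arrays of mock and NAA, and results with the names exchanged are given as an alternative.

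The values were analysed with limma 3.58.1 in R 4.3.3. A model of group means was fitted to all 9 arrays with lmFit, the 3 comparisons were tested with eBayes, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets of a comparison. A probe set was called at an adjusted p under 0.05 and a fold change of 2 or more. The joint list holds probe sets called lower in NAA than mock and higher in NAA+BA than NAA. The replicate number was not in the model. For NAA and mock, the deviations from the group means correlated above 0.1 between arrays of the same number in all 3 pairs (0.32, 0.38 and 0.45) and each array correlated best with its own number, which did not hold for the other comparisons. A fit with the number as a replicate block was run only as an alternative, for each comparison.

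Probe sets were named by the platform annotation where it gives 1 gene, which left 13436 probe sets at 13286 loci, and for the entries of Data S1 also by that table, since the annotation names 122 of its 220 entries. Lists of genes were written from general knowledge before the data were examined, as were the tests, the thresholds and the alternatives given below, except the drawn regroupings. The values of Data S1 had been seen by then. The drawn regroupings were chosen after the results were seen, as were the tests named so in the closing part. For each list, the members past the threshold were counted over all genes tested and adjusted over the list alone, with 1 probe set per gene, the one with the highest mean. Lists with at least 3 members named by the annotation were tested with camera at a preset correlation of 0.01 and, as an alternative, with an estimated correlation, adjusted over 21 tests. Genes were named in the text by a rule: those the paper names, the 10 largest increases and the 10 largest decreases among called probe sets without overlap in each comparison, up to 4 members of each list, and the reference genes. Outside this rule, further list members were named, namely ARR16, ARR18, COR15A, EXPA16, FIB2, GA2OX8, HHO2, HRA1, PCNA1, PCO1 and YUC11. Their values come from the fit as analysed, and they were not followed through the alternatives.

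The alternatives were the replicate block, no fold change threshold, treat against a fold change of 1.2, an adjusted p under 0.01, a filter on dim probe sets (above 5 on at least 3 arrays), control probe sets left out, quantile normalization again, centring on the median, only the 6 arrays compared, an intensity trend with a robust prior, array weights, 1 probe set per gene, and leaving out each array in turn. The joint list was also counted in 100 drawn regroupings of the 9 arrays. The procedure was tested on simulated data, in which 42% of 2-fold and 96% of 5-fold changes between NAA+BA and NAA were called. Each run held 200 changed probe sets, so that these shares are not the power of the real comparison, where few were called. The count of ARR1 elements in promoters was left out because a genome sequence was not used here, and a test of ribosomal protein genes because only the descriptions in Data S1 name them. ARR3, WUS and the cyclin D3 genes have no named probe set and are not analysed here. DRM2 has none either, and by elimination may be the unnamed probe set called between NAA+BA and NAA. Some results on genes of auxin transport are not reported here.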

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

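Of the tests in this part, those of the label names, of replicate number 3, of the few differences between NAA and NAA+BA and of the drawn regroupings were chosen after the results were seen.

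A group of 614 probe sets was lower on the arrays labelled NAA and on those labelled NAA+BA than on those labelled mock. For 55 of them the fold change between NAA+BA and mock was 5 or more, and the paper does not report the 614. In the grouping of Data S1 they are higher with auxin than in the control and lower with auxin plus CK than with auxin alone. Without mock replicate 3 the count was 1013. Of 100 drawn regroupings of the 9 arrays, 3 gave as many, the real one included, with 643 as the highest other count. Of the 5 other draws above 0, 4 kept the labelled mock arrays together. Those 4 repeat the difference between these arrays and the rest, so that the draws do not test the 614 apart from it.

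The fold changes of Data S1 and of the labelled groups have opposite signs between auxin and control. A different normalization behind Data S1 is argued against by the means over the 9 arrays, which differ by at most 4.96e-05, and a single array under the wrong label by the exchanges of 1 array, of which the closest still differs by 3.79. Exchanging the names of both groups brought the largest difference to 5.00e-06, consistent with names exchanged between the labels and Data S1. Which of them holds the right names stays open, and the Aux/IAA and GH3 genes (adjusted p = 0.806 from camera, NAA against mock) cannot decide it, since auxin supplied apically hardly enters buds according to the paper's introduction. The paper's qPCR of Figure S2 shows lower ARR levels with NAA than in the control, as in Data S1 and opposite to the labelled arrays, where 5 ARR genes were higher with NAA by 1.35 to 2.83 (log2), but it comes from a single pool of other buds. In the paper's assays NAA delayed bud outgrowth, while mock and NAA+BA activated buds. In the grouping of Data S1, the groups with the fewest calls between them are these activating treatments. By the labels they are NAA and NAA+BA. Growth of the buds on the arrays is not given, so the assays do not identify the arrays either.

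Arrays with replicate number 3 stand apart from the others of their group, on the second principal component (18.9% of the variance). RNA controls added in the laboratory were brighter on these arrays in each group, by a median of at least 0.34 (log2), consistent with a difference between labelling or hybridisation batches. A lower RNA integrity stays open, as the 3' minus 5' difference was highest on replicate 3 in 5 of 9 cases. The labels and the paper name no batch, and no biological explanation was tested.

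Few probe sets differed between the arrays labelled NAA and NAA+BA. With the replicate block the count at an unadjusted p under 0.05 went from 568 to 1082 and the calls from 2 to 7 (30 with array weights), and whether deviations shared by arrays of the same number are a part or the whole of the cause stays open, since the spread of the 1140.5 that chance gives was not estimated. Too few arrays are argued against only for the 1091 probe sets called between NAA and mock, and for changes as large as theirs. For 96.7% of them the 95% interval of NAA+BA minus NAA excludes such a change. They were selected for a large change between NAA and mock beside a small spread, and the other probe sets are not covered. Smaller changes are left open by these intervals, which at the median reached 0.52 (log2) to either side. A like response of buds to both treatments may account for it and stays open, as untested.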

How the results depend on the processing

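The settings with labels exchanged, with the number 3 arrays left out and with unadjusted p-values, and the counts of probe sets higher or lower in both groups than in mock, were chosen after the results were seen. As analysed, 1091 probe sets differed between NAA and mock, 2 between NAA+BA and NAA, 1241 between NAA+BA and mock, 1 was in the joint list, 220 were higher and 614 lower in both than in mock. With the replicate block, NAA+BA against NAA gave 7 and the joint list 4, and NAA against mock 1186. With no fold change threshold, NAA against mock gave 4179, NAA+BA against mock 4542, higher in both 1694 and lower in both 1740. With treat against a fold change of 1.2, with quantile normalization again, with each array centred on its median and with only the 6 arrays compared, NAA+BA against NAA gave 1 and the joint list 0. At an adjusted p under 0.01 these were 1 and 0, with 802 for NAA+BA against mock and 115 higher in both. With array weights, NAA against mock gave 1734, NAA+BA against NAA 30, the joint list 15 and higher in both 529. With 1 probe set per gene, fewer probe sets were tested, and the counts were 562, 0, 671, 0, 120 and 311 in the order above. With the mock and NAA labels exchanged, NAA+BA against NAA gave 1241, NAA+BA against mock 2 and the joint list 220, which follows from the exchange. With all arrays with number 3 left out, the counts were 1970, 7, 1942, 2 for the joint list and 630 higher in both. At an unadjusted p under 0.05, limma gave 568 for NAA+BA against NAA and 191 for the joint list, and 1082 for NAA+BA against NAA with the replicate block. Leaving out 1 array at a time gave 732 (without mock replicate 1) to 2041 (without mock replicate 3) for NAA against mock, 1 to 4 (without NAA+BA replicate 3) for NAA+BA against NAA, 741 (without mock replicate 1) to 2167 (without mock replicate 3) for NAA+BA against mock, 0 to 1 for the joint list (1 without NAA+BA replicate 3), 88 (without mock replicate 1) to 697 (without mock replicate 3) for higher in both, with 127 without mock replicate 2 and 139 without NAA replicate 1, and 422 to 1013 (without mock replicate 3) for lower in both. With an estimated correlation, the adjusted p of the lists of auxin biosynthesis and DNA replication was 0.2291 in both comparisons with mock, and that of the nucleolus 0.2977 for NAA and 0.2291 for NAA+BA. For auxin biosynthesis, NAA against mock, it was 0.1704 with the number 3 arrays left out, and from 0.0130 to 0.0667 (without mock replicate 3; 0.0649 without NAA replicate 3) when 1 array was left out. With the labels kept, none of the values of named genes that were called as analysed reversed its direction. These were 111 of 234 values of 78 genes, 111 of 225 with the filter on dim probe sets and 53 of 150 with 1 probe set per gene. The direction of the values not called was not compared. Exchanging the labels reverses NAA against mock by construction. Of the 234 values, 17 lost a call without mock replicate 1, and 16 gained one with array weights. Except where construction is named, the cause was not tested. The alternatives for ARR1 elements were not run.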

Differences from the paper's values

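The groups of these values are those of the deposited labels, and the thresholds are the paper's. The paper's count of genes that differ between mock and auxin plus CK is 2, and the count here is 1241. The paper's count of genes lower with auxin and higher with auxin plus CK is 220, and the count here is 1. Of that list the paper's count at 5-fold or more is 12, and the count here is 1. For ARR15 the paper's log2 fold changes are -2.8291 for auxin against control, 4.3419 for auxin plus CK against auxin and 1.5128 for auxin plus CK against control, and those here are 2.8291, 1.5128 and 4.3419. For CKX5 the paper's are -1.9790, 3.4905 and 1.5114 in the same order, and those here are 1.9791, 1.5114 and 3.4905. None of the alternatives set before the data were examined brings any of these values to the paper's (21 for the counts, 18 for ARR15 and 17 for CKX5). With the names mock and NAA exchanged, a setting chosen after seeing the values, all of them match the paper's, and all 220 entries of Data S1 are called. DRM2, which the paper also names as called, has no named probe set and was not checked by name. With the names exchanged, the unnamed probe set is the other call beside CKX5 and so may be DRM2 by elimination.

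The paper reports that mock buds and buds with auxin plus CK resemble each other; by the labels, the groups with the fewest calls between them, 2, are NAA and NAA+BA. The paper names CKX5 and DRM2 as the genes that differ between the treatments that activate buds. CKX5 was called here between NAA+BA and NAA, and the other probe set called there has no gene name in the tables used. For the genes of Table 1 the paper states an increase from auxin alone to auxin plus CK; by the labels, the median log2 fold change between NAA and NAA+BA was 1.08, above 0 for all 12, and CKX5 alone passed the test. With array weights ARR15, ARR7, ARR6, ARR5, FAF1 and FAF3 passed as well, ARR15 also with the replicate block, with the filter on dim probe sets and without NAA+BA replicate 3, and ARR6 also without NAA+BA replicate 3. With all arrays with number 3 left out, a setting chosen after seeing the values, ARR15, ARR5 and ARR6 passed.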

Other observations

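Of the tests in this part, the drawn regroupings were chosen after the results were seen. Directions here follow the labels; in the grouping of Data S1 the arrays labelled mock are auxin alone, those labelled NAA the control and those labelled NAA+BA auxin plus CK. Genes of the nucleolus and of RNA polymerase I, which makes ribosomal RNA, were higher on the arrays labelled NAA and NAA+BA than on those labelled mock. Of 18 listed genes 11 have a named probe set, of which 10 were called higher with NAA and 11 with NAA+BA, with median log2 fold changes of 1.11 and 1.40; 10 of them are in Data S1, which was chosen on these samples. SWA1 was higher by 1.52 (adjusted p = 0.0033 from limma) with NAA+BA, the RNA polymerase I subunit genes NRPA1 by 1.48 and NRPA2 by 1.44, and the fibrillarin gene FIB2 by 1.64. Between NAA and mock, NRPA1 (0.84), SWA1 (0.97) and APUM24 (0.86), of the same list, lost their call without mock replicate 1. So did NRPA1 and APUM24 without mock replicate 2 (adjusted p 0.0504 and 0.0545 from limma) and NRPA1 without NAA replicate 1 (0.0525). NRPA2 gained one without mock replicate 3 (1.27) or NAA replicate 3 (1.01). The 5 members named by the annotation had an adjusted p of 0.0023 with NAA and 7.02e-04 with NAA+BA from camera, and an adjusted p of 0.2977 and 0.2291 with an estimated correlation. As a group they were also higher with NAA+BA than NAA (adjusted p = 0.0190 from camera, 0.4078 with an estimated correlation). That adjusted p from camera was 0.0646 without NAA replicate 2, 0.0649 without NAA replicate 3 and 0.1041 without NAA+BA replicate 3. The ABA receptor genes PYL6, PYL4 and PYL1 were higher with NAA+BA by 2.29, 1.83 and 1.04, PYL1 falling short of 2-fold without mock replicate 1 (0.93), and the gibberellin 2-oxidase gene GA2OX8 by 1.98. These 4, of 10 listed receptor genes and 11 of gibberellin metabolism, are named only through Data S1, so that their direction is not independent evidence. The hypoxia response genes HRA1 and PCO1, which are both in Data S1, were higher with NAA by 1.54 and 1.41.

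Among genes lower on the arrays labelled NAA (the control in the grouping of Data S1) than on those labelled mock (there auxin alone), COR15A, a cold and ABA response gene, fell by 2.53 (adjusted p = 0.0053 from limma), HHO2, a nitrate response gene, fell by 1.71, and AKINBETA1, a subunit gene of the SnRK1 kinase, fell by 1.49. The auxin conjugation gene GH3.5 fell by 2.25, while GH3.3 of the same family, an entry of Data S1, was higher by 1.11 (0.85 without mock replicate 2). EXPA1, an expansin gene named only through Data S1, was higher by 1.30, while none of the 5 expansin genes named by the annotation was called, with EXPA4 and EXPA15 at 0.83 and 0.86, EXPA16 at 0.15, EXPA9 at -0.37 and EXPA8 at -0.73, and as a group these had an adjusted p of 0.7333 from camera. The reference genes UBC21, SAND and TIP41 differed by -0.02, 0.01 and 0.16 and were not called. Of the photosynthesis genes, LHCB4.2 and RCA differed by -0.69 and -0.56, under the 2-fold threshold. Markers of floral organs and vascular tissue have no named probe set and are not analysed here.

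The splits of the 6 arrays of a comparison number 10, the real one included, too few for a share under 0.05. Of these, 1 gave a count as large as the real 1091 for NAA against mock, 1 as large as 2 for NAA+BA against NAA and 1 as large as 1241 for NAA+BA against mock, the real one in each case, with 0 as the highest other count from limma. For NAA against mock, the 3 other splits that part the 3 pairs also called 0. For the list of the nucleolus, 2 splits gave an adjusted p as small as 0.0023 for NAA (8.27e-04 the smallest other) and 1 as small as 7.02e-04 for NAA+BA (0.0082). For DNA replication, 1 split gave an adjusted p as small as 0.0023 for NAA (0.0237) and 1 as small as 0.0028 for NAA+BA (0.0203). For auxin biosynthesis, 2 gave one as small as 0.0307 for NAA (0.0148) and 1 as small as 0.0102 for NAA+BA (0.1380).

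Drawn regroupings of the 9 arrays gave a joint list as large as the real 1 in 3 of 100 draws, the real one included, with 258 as the highest other count. For probe sets higher in both groups than in mock, 4 of 100 were as large as the real 220, with 272 as the highest other. The other draws above 0 kept the labelled mock arrays together in 2 of 2 and 3 of 3 cases. They repeat the difference between these arrays and the rest, so that the shares do not test either list apart from that difference.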
